# Expression profiling of a high-fertility mouse line by microarray analysis and qPCR

**DOI:** 10.1186/1471-2164-9-307

**Published:** 2008-06-27

**Authors:** Jens Vanselow, Gerd Nürnberg, Dirk Koczan, Martina Langhammer, Hans-Jürgen Thiesen, Norbert Reinsch

## Abstract

**Background:**

In a recent study it was demonstrated that a largely increased ovulation number is responsible for high prolificacy in two mouse lines selected for fertility performance. The objective of the present study was to identify genes that are involved in increasing the ovulation number in one of these lines, FL1. For differential expression profiling, ovaries of FL1 and of a non-selected control line, DUKsi, both lines derived from the same genetic pool, were analyzed with microarray analysis and quantitative polymerase chain reaction (qPCR). Ovaries from 30 animals of each line were collected at the metestrous stage, combined to 6 pools each, and processed for microarray analysis.

**Results:**

The actual number of ova shed in FL1 exceeded that of the DUKsi control line more than twofold (26.6 vs. 12.9). 148 differentially expressed ovarian transcripts could be identified, 74 of them up- and 74 down-regulated. Of these, 47 significantly mapped to specific Gene Ontology (GO) terms representing different biological processes as steroid metabolism, folliculogenesis, immune response, intracellular signal transduction (particularly of the G protein signaling cascade), regulation of transcription and translation, cell cycle and others. qPCR was used to re-evaluate selected transcripts and to estimate inter-individual variation of expression levels. These data significantly correlated with microarray data in 12 out of 15 selected transcripts but revealed partly large variations of expression levels between individuals.

**Conclusion:**

(1) The abundance of numerous ovarian transcripts was significantly different in FL1 compared to the non-selected control line DUKsi thus suggesting that at least some of the respective genes and corresponding biological processes are involved in improving reproductive traits, particularly by increasing the number of ovulation. (2) Selective qPCR re-evaluation largely confirmed the microarray data and in addition demonstrated that sample pooling can be beneficial to find out group-specific expression profiles despite of large inter-individual variation. (3) The present data will substantially help ongoing genetic association studies to identify candidate genes and causative mutations responsible for increased fertility performance in mice.

## Background

In polytocous species as mouse and pig the number of ova shed is an important parameter for reproductive performance. Folliculogenesis, ovulation, and luteinization are regulated through endocrine and paracrine feedback mechanisms along the hypothalamo-pituitary-gonadal axis. Important endocrine factors are the hypothalamic gonadotropin releasing hormone, follicle stimulating hormone (FSH) and luteinizing hormone from the pituitary gland, and steroid and peptide hormones generated within the ovary as estrogen, progesterone, inhibin, activin, and follistatin. Within the ovary also paracrine, locally acting hormones and growth factors of the IGF and TGF-β families play an important role during folliculogenesis and ovulation [1]. In time production, storage, release, but also cease of production and release of these regulatory factors require a well orchestrated activation and de-activation of genes that are involved in this regulatory network. In general, reproductive traits show a relatively low heritability and are strongly affected by environmental factors. Nonetheless it could be demonstrated in pig and mouse that selection on litter size can effectively improve the reproductive performance and particularly affects the ovulation number but also other reproductive traits [2-6]. Because genetic factors are clearly involved in reproductive performance one must hypothesize that the expression levels of many genes that are involved in the regulatory network of reproduction are different in animals with different fertility performance. Therefore differential expression profiling of reproductive organs, mainly the ovary, is an appropriate approach to elucidate the genetic and physiological background of enhanced female reproductive performance. In our recent study it could be clearly demonstrated that a largely increased ovulation number is mainly responsible for high prolificacy in selected high fertility mouse lines [7]. Mining differentially expressed ovarian genes will help to elucidate the genetic and physiological consequences of selection for reproductive performance but might also help to better understand regulatory pathways that are important for folliculogenesis and successful ovulation.

During the present study a high fertility mouse line, FL1, which was generated by index trait selection over more than 130 generations [7] was comparatively analyzed with the non-selected control line, DUKsi. To screen for differentially expressed ovarian genes, staged ovaries of both lines were screened for differentially abundant transcripts. Both lines have been derived from the same genetic pool. This should minimize the number of genetic differences that are only due to non-trait related line-specific differences. The ovarian expression profile of both lines was analyzed by microarray analysis. To include a large number of individuals on one hand and to avoid excessive microarray costs on the other hand, 30 animals of each line were combined to six pools. Transcript abundance of selected genes were re-evaluated with quantitive real-time PCR (qPCR) in pooled as well as individual samples to estimate inter-individual variation.

## Results

### Fertility traits

After 130 generations of selection, fertility performance was largely and significantly increased in FL1. The mean number of corpora lutea at the first day of pregnancy was 18.2 ± 6.8 (mean ± std, n = 10) compared to 12.2 ± 5.5 (n = 10) in the control line (p = 0.0437). The actual number of ova flushed from the oviducts however was even higher, 26.6 ± 15.4 in FL1 and 12.9 ± 3.2 in the control (p = 0.0131), thus exceeding the corresponding number of CL, particularly in FL1. This suggests that individual follicles can release more than one oocyte [7]. In fact, the existence of multioocyte follicles has been found in mice [8] but also in other species as goat [9]. The mean litter size and litter weight at birth increased during the selection period to 17.3 ± 7.7 (n = 60) and 27.8 ± 4.6 g, respectively in FL1 compared to 9.81 ± 2.03 (n = 75) and 15.1 ± 6.2 g in the control line (p < 0.0001 for litter size and weight). The body weight of individual newborn pups however was not significantly reduced in FL1 despite of the strongly increased number of pups per litter.

### Microarray analysis

For differential expression profiling, RNA preparations of 30 animals of each line were combined to 6 sample pools with 5 individuals per pool. 

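FL1 is the mouse line selected for fertility, and DUKsi is the unselected line from the same genetic pool. Ovaries of both lines were taken at metestrus. The paper gives 5 animals per pool and 30 per line, whereas the labels of the samples give 6 animals per pool. Each of the 6 pools of a line was hybridized to 2 arrays, so that 24 arrays with 22690 probe sets each were analysed. A probe set is the group of short oligonucleotides that measures 1 transcript. The authors' deposited values are MAS5 signals on a linear scale, scaled by the authors to a common level per array. The mean signal of an array, without the 2% of probe sets at each end, was 500.1 to 500.2. Single signals ran from 0.1 to 26218 and the medians of the arrays from 212 to 244.5. Over the 11313 probe sets in the brighter part of the array, the arrays of a pool differed by an SD of 0.147 to 0.219 on the log2 scale and correlated at 0.9706 to 0.9875 across probe sets. No array repeated the values of another one. Between pools the median SD of a probe set was 0.188 in FL1 and 0.151 in DUKsi. The 3' to 5' signal ratio of the beta-actin control probe sets, a measure of RNA integrity, was 1.67 ± 0.423 in FL1 and 1.27 ± 0.0528 in DUKsi (SD, n = 6 pools each; two-sided exact permutation test, p = 0.00216, the smallest p that 6 pools against 6 allow). For Gapdh the same ratio was 1.53 ± 0.42 in FL1 and 1.28 ± 0.145 in DUKsi (exact permutation test, p = 0.199). The median signal per pool was 220.7 ± 8.09 in FL1 and 234.4 ± 4.99 in DUKsi (exact permutation test, p = 0.00866). FL1 pool 3 had the highest actin ratio, 2.46, and the lowest mean correlation with the other pools of its line, 0.947, against 0.959 to 0.974 for the other pools of both lines.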

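For the comparison of the lines, the signals of the arrays of a pool were averaged and log2 values of the 12 pools were tested with limma, with a trend of the variance on the mean level. The test covered 22626 probe sets, all but the 64 controls of the array, and p-values were adjusted by the Benjamini-Hochberg method. A probe set was called when its adjusted p was under 0.01 and the ratio of the mean signals was at least 1.5 in either direction. A gene of a list is said to have risen or fallen in FL1 when its adjusted p was under 0.01. Levels are given as mean signal ± SD over the 6 pools of a line, and fold changes as FL1 over DUKsi. Where the mean of a line is under 48.4, the value below which 20% of all signals lie, the size of a fold is uncertain. Pools, not animals, are the replicates, and their number limits the precision. Of the 26 gene lists, 25 were drawn up from textbook knowledge and 1 from the paper, all before the data were examined, as were the test and the thresholds for single probe sets. The fold changes of Additional file 1, which come from the same samples, were known from the paper. Genes of Additional file 1 on any of the lists were measured by the probe set that the study had chosen. The counts and list tests are to that extent not independent of the study's selection. Each list was set against all other genes with camera from limma at a preset correlation of 0.01 between genes, and adjusted over the lists at a threshold of 0.05, which was not written down beforehand. In the platform annotation 20380 probe sets have 1 gene, 691 have several and 1555 have none. Names of probe sets with several genes or none are those of Additional file 1.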

After labeling, the cRNA of pooled samples was hybridized to MOE 430A microarrays, scanned and statistically evaluated. The following thresholds were used to define differentially expressed probe sets:

1. Transcript abundance was considered to be different in FL1 when it was at least 1.5 fold higher or lower compared to that in DUKsi; -fold change (FC) ≥ 1.5 or ≤ -1.5

2. False Discovery Rate: q -values < 0.01

3. > 60% of the pairwise comparisons (each of the six microarrays of FL1 was compared with each of the six microarrays of line DUKsi, n= 36 pairwise comparisons) should lead to one of both statements: increased or decreased

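Vnn1, which encodes the pantetheinase vanin 1, had a mean signal of 4046 ± 535 in FL1 and 511 ± 91.4 in DUKsi (SD, n = 6 pools each), a fold change of 7.91. Myl9, a myosin light chain gene of smooth muscle, had 2501 ± 318 in FL1 and 3854 ± 122 in DUKsi, a fold change of -1.54. By the ratio of mean signals, 1940 of 22626 probe sets differed at least 1.5-fold between the lines, a count that carries no test. When the constant 48.4, the value below which 20% of all signals lie of all signals, was added before taking logs, 650 did. When the 40% of probe sets with the lowest mean signal were left out, 624 did.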

All together, 1604 of the probe sets passed the first threshold (FC ≥ 1.5 or ≤ -1.5). 327 of these showed q-values < 0.01. 

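Tmem87a, a membrane protein gene of the Golgi apparatus, had a signal of 903 ± 121 in FL1 and 105 ± 20.3 in DUKsi (SD, n = 6 pools each; log2 fold change 3.12, SE 0.142, adjusted p = 1.72e-09 from limma). Eif2s1, the alpha subunit of the translation initiation factor eIF2, had 322 ± 30.0 in FL1 and 39.2 ± 9.88 in DUKsi (log2 fold change 3.08, SE 0.193, adjusted p = 5.6e-08). The transcript BC003993 was lower in FL1, at 130.0 ± 19.4 against 923 ± 177 (log2 fold change -2.82, SE 0.135, adjusted p = 2.16e-09). An adjusted p under 0.01 was reached by 764 probe sets, and 524 of these also differed at least 1.5-fold. The 524 called probe sets covered 394 distinct named genes. With the methods' t-test on linear signals and Benjamini-Hochberg adjustment, 335 probe sets were called. Without FL1 pool 3 and DUKsi pool 4, which stood apart from their lines, 621 were called, a setting chosen after seeing the data.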

The third threshold finally reduced the number of differentially expressed probe sets to 191. These represented only 148 distinct transcripts because some transcripts were represented by more than one probe set on the MOE 430A microarray. 

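The threshold on pairwise calls rests on MAS5 comparisons of single probes, which were not repeated here. The signals of the 12 pools give a different measure, the overlap of the lines. Upk3b, a uroplakin gene of mesothelium and urothelium, lay at 701 ± 139 in FL1 and 290.2 ± 82.4 in DUKsi (SD, n = 6 pools each; log2 fold change 1.29, SE 0.173, adjusted p = 0.000182 from limma). Raet1a, which encodes a ligand of the natural killer cell receptor NKG2D, lay at 284 ± 58.3 in FL1 and 44.8 ± 22.7 in DUKsi (log2 fold change 2.80, SE 0.294, adjusted p = 1.64e-05). For these 2 genes every FL1 pool was above every DUKsi pool. Of the 524 called probe sets, 449 had no overlap, each of the 36 pairs of an FL1 with a DUKsi pool differing in the direction of the call. Chance gives such a separation for 0.216% of probe sets, and it was found for 4.62% of all 22626.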

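The probe sets of Additional file 1, 148 in number, all had the listed sign of the fold change in the deposited signals, and 141 of them were called. Bhmt, a methyltransferase of methionine metabolism, had a fold change of 3.51 (adjusted p = 0.0336 from limma). Avpi1, a gene induced by vasopressin, had 2.60 (adjusted p = 0.0206), and Rab27a, a small GTPase of vesicle transport, had 2.04 (adjusted p = 0.0454). The prostaglandin receptor gene Ptgfr was likewise not past the adjusted p. The other 3 passed the adjusted p but lay under the fold threshold. They were Dnaja2, a chaperone partner, at -1.49, Srp9, a signal recognition particle subunit, at 1.497, and D17H6S56E-5 at -1.49. Without DUKsi pool 5 the adjusted p was 0.002 for Bhmt and 0.00101 for Avpi1. The folds of the last 3 passed 1.5 without some single pools. For Dnaja2 these were FL1 pool 6 and DUKsi pools 1, 2 and 6 (-1.54 to -1.50), for Srp9 FL1 pools 3, 4 and 5 and DUKsi pools 2 and 3 (1.51 to 1.56), and for D17H6S56E-5 FL1 pools 1 and 3 and DUKsi pool 5 (-1.57 to -1.54). Apart from Ptgfr, these genes were picked out after their values were seen. For another 352 of the called probe sets no gene name matched the list. These can include probe sets with no single gene in the annotation and genes listed under another name.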

Of the differentially expressed transcripts 50% were up- (FC ≥ 1.5) and 50% were down-regulated (FC ≤ -1.5) in FL1 compared to the control. 

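Of the listed probe sets, 74 had a higher mean signal in FL1 and 74 a lower one. Among all 524 called probe sets 281 were higher and 243 were lower in FL1, so that 53.6% were higher. Examples are Clic3, a chloride channel gene, at 179 ± 58.2 in FL1 against 21.45 ± 16.5 in DUKsi (SD, n = 6 pools each; log2 fold change 3.42, SE 0.493, adjusted p = 0.000361 from limma), and Jam2, a junctional adhesion molecule of endothelium, at 24.9 ± 18.7 against 135.8 ± 36.6 (log2 fold change -2.74, SE 0.411, adjusted p = 0.000523). The DUKsi mean of Clic3 and the FL1 mean of Jam2 lie under 48.4, so the size of these folds is uncertain. On the second array of each pool alone the adjusted p of Jam2 was 0.0254. The probe set of Jam2 on the paper's list had a log2 fold change of -1.19 (adjusted p = 4.56e-07), and the remaining ones had -0.82 and -0.80. The balance of the calls moved with the scaling of the arrays. Quantile normalization gave 329 higher and 203 lower, and scaling each array to the same median gave 393 higher and 189 lower. With the methods' t-test and Benjamini-Hochberg adjustment 166 were higher and 169 lower, and at an adjusted p under 0.05 405 were higher and 370 lower.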

The FC values varied between -9.1 to -1.5 and 1.5 to 9. 

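On the list, the lowest fold change in the deposited signals was -8.69 for AI506816, at 106.9 ± 20.1 in FL1 and 929 ± 52.9 in DUKsi (SD, n = 6 pools each; log2 fold change -3.14, SE 0.122, adjusted p = 1.81e-10 from limma). The highest was 12.4, for the interferon activated gene Ifi203. E130013N09Rik, a transcript of unknown function, had 142 ± 31.5 in FL1 and 16.4 ± 10.5 in DUKsi (log2 fold change 3.42, SE 0.429, adjusted p = 9.68e-05). Over all called probe sets the fold changes ran from -270.2, for a probe set with no gene in the annotation, to 141.5, for Mndal, a gene of the interferon activated Ifi200 family. The unnamed probe set had a signal of 3.54 ± 0.611 in FL1 and 957 ± 615 in DUKsi. With the methods' t-test its adjusted p was 0.0564. At signals this near to 0 the size of a fold depends on the lowest values of the scale.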

125 (84%) of the identified transcripts could be assigned to known genes, but only 47 (32%) of them mapped significantly (p < 0.05) to 231 distinct GO terms representing biological processes. For the sake of clarity, related GO terms were combined to eleven superordinate categories (Fig. 1). All 148 differentially expressed transcripts, their respective gene symbols and gene titles, FC values and respective superordinate categories of biological processes are listed [see Additional file 1]. 

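Soat1, which esterifies cholesterol for storage, had a signal of 3995 ± 558 in FL1 and 1059 ± 76.3 in DUKsi (SD, n = 6 pools each; log2 fold change 1.91, SE 0.0915, adjusted p = 2.16e-09 from limma). Hsd17b7, an enzyme of luteal estradiol and of cholesterol synthesis, had 4541 ± 716 in FL1 and 1401 ± 584 in DUKsi (log2 fold change 1.78, SE 0.209, adjusted p = 4.99e-05). Of 22 measured genes of steroid hormone synthesis 6 rose in FL1, 2 fell and 14 did neither (9 rose and 2 fell when adjusted over the list alone). The 2 that fell were the nuclear receptor genes Nr5a2 and Nr5a1. Nr5a2 was measured by the probe set that the study had chosen on the same samples. In its probe set with the highest signal, the rule for the other genes, Nr5a2 did not pass (log2 fold change -0.25, adjusted p = 0.0489). Nr5a1, named after its values were seen, encodes steroidogenic factor 1 and had a log2 fold change of -0.53 (adjusted p = 0.000569). The median log2 fold change of the list was 0.13 (camera, adjusted p = 0.00553, and adjusted p = 0.253 with an estimated correlation). With quantile normalization its adjusted p was 0.0557. Of 19 genes of cholesterol synthesis and uptake 6 rose, none fell and 13 did neither (8 rose when adjusted over the list alone), with a median of 0.41 (camera, adjusted p = 1.03e-10, and adjusted p = 0.141 with an estimated correlation). Sc5d and Dhcr7, enzymes of the last steps to cholesterol, had log2 fold changes of 1.10 (adjusted p = 0.000319) and 1.34 (adjusted p = 0.00299), although a dimmer probe set of Sc5d had 0.10 (adjusted p = 0.76). Dhcr7 had an adjusted p of 0.0153 without the mean-variance trend and of 0.0413 with the methods' t-test.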

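Lists of ovarian cell types were tested in the same way. Of 13 luteal cell markers, 8 of which are also on another list, 4 rose, none fell and 9 did neither (10 rose when adjusted over the list alone). The median log2 fold change was 0.95 (camera, adjusted p = 9.13e-11, and adjusted p = 0.0811 with an estimated correlation). The 4 were Cyp11a1, Hsd17b7, Idh1 and Fdx1. Ptgfr, measured by the probe set that the study had chosen, did not pass. In its probe set with the highest signal, the rule for the other genes, Ptgfr passed (log2 fold change 1.82, adjusted p = 0.00373 from limma). Idh1, an isocitrate dehydrogenase that supplies NADPH, had 10086 ± 1377 in FL1 and 5304 ± 1228 in DUKsi (SD, n = 6 pools each; log2 fold change 0.95, SE 0.141, adjusted p = 0.000465 from limma). Fdx1, the electron carrier of mitochondrial steroid enzymes, had a log2 fold change of 0.48 (adjusted p = 0.0059). It did not pass without FL1 pool 1, 2, 4, 5 or 6 or DUKsi pool 2, 3 or 6, at an adjusted p of 0.0117 to 0.0161, nor with quantile normalization, at 0.0328. Of 16 granulosa cell markers, 9 of which are also on another list, none rose, 5 fell and 11 did neither (also 5 when adjusted over the list alone), at a median of -0.22 (camera, adjusted p = 6.62e-05, and adjusted p = 0.0757 with an estimated correlation). The 5 were Cdh2, Ccnd2, Inhbb, Nr5a2 and Inhba. All but Inhba were measured by the probe set that the study had chosen on the same samples. In the probe set with the highest signal, the rule for the other genes, Cdh2 and Ccnd2 passed. Inhbb (log2 fold change -0.42, adjusted p = 0.0174 from limma) and Nr5a2 (-0.25, adjusted p = 0.0489) did not. Of 15 oocyte markers, 2 of which are also on another list, 1 fell and 14 did neither (4 fell when adjusted over the list alone), at a median of -0.18 (camera, adjusted p = 0.00113, and adjusted p = 0.327 with an estimated correlation). It was Zp3, a gene of the zona pellucida, at 1306 ± 84.4 in FL1 against 1839 ± 225 in DUKsi (log2 fold change -0.49, SE 0.0796, adjusted p = 0.00106, and 0.0115 with the methods' t-test). The beta-actin ratio was higher in every FL1 pool than in every DUKsi pool, so a comparison of the lines alone cannot separate RNA quality from line for these lists.

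**Figure D1:**
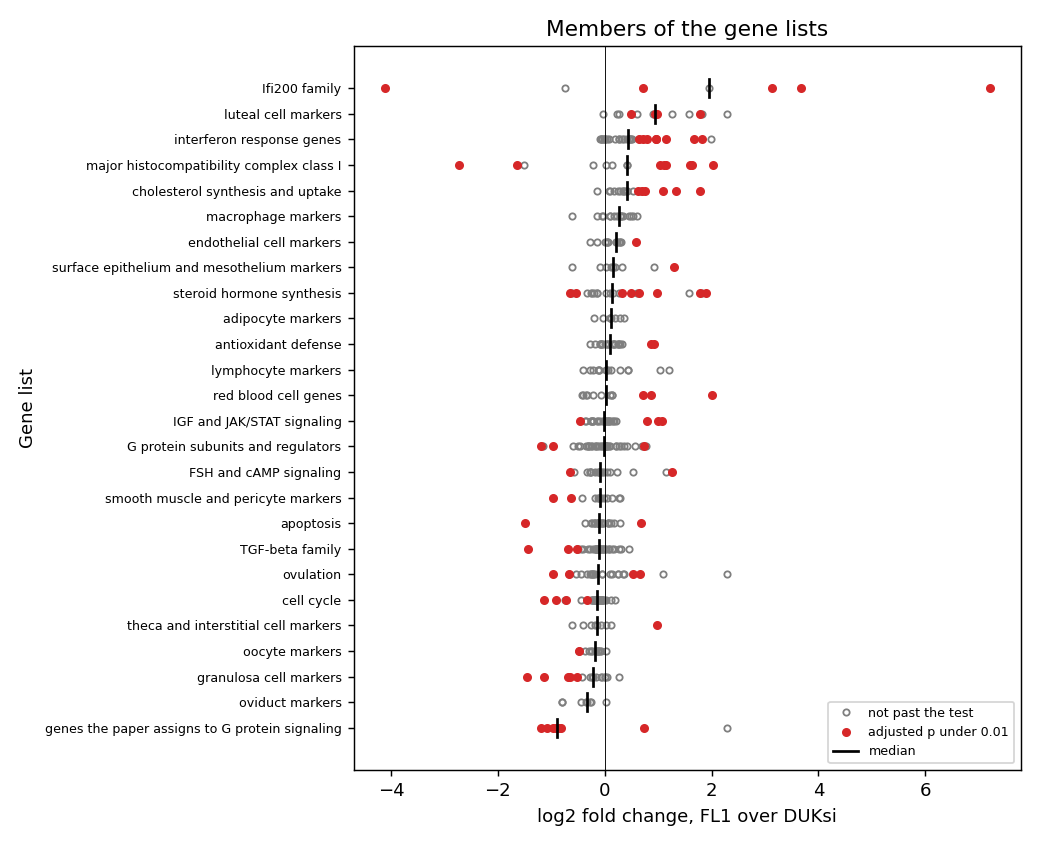
Log2 fold changes (FL1 over DUKsi, x axis) of the measured genes in each of 26 gene lists (y axis), from 6 pools per line. Each circle is a gene, open where it did not pass the test and red at an adjusted p under 0.01, and the black bar is the median of the list. The lists run from a median of -0.89 for the genes the paper assigns to G protein signaling to 1.95 for the Ifi200 family.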

Most significantly, genes mapped to biological processes of the steroid and/or lipid metabolism. But also other processes as immune response, regulation of transcription and translation, and intracellular signal transduction with most genes mapping to G-protein related GO terms, were significantly affected.

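Cxcl10, a chemokine gene induced by interferon, had a signal of 216 ± 116 in FL1 and 59.8 ± 22.9 in DUKsi (SD, n = 6 pools each; log2 fold change 1.82, SE 0.297, adjusted p = 0.00104 from limma). Ifi35 had 389 ± 105 in FL1 and 132 ± 66.0 in DUKsi (log2 fold change 1.68, SE 0.314, adjusted p = 0.00318). With the methods' t-test the adjusted p was 0.0994 for Cxcl10 and 0.0161 for Ifi35. Psmb9, a subunit of the immunoproteasome, had a log2 fold change of 0.97 (SE 0.134, adjusted p = 0.00025). Of 30 measured interferon response genes 8 rose in FL1, none fell and 22 did neither (12 rose when adjusted over the list alone). The median log2 fold change was 0.43 (camera, adjusted p = 9.9e-11, and adjusted p = 0.141 with an estimated correlation). Markers of immune cells, none of them on another list, were measured beside them. Of 16 macrophage markers none rose or fell, but their median was 0.26 (camera, adjusted p = 0.00642, and adjusted p = 0.331 with an estimated correlation). Lyz2 and Csf1r, the macrophage markers named for their signal, had log2 fold changes of 0.09 (adjusted p = 0.751) and 0.35 (adjusted p = 0.0945). Of 15 lymphocyte markers none rose or fell (median 0.03, camera, adjusted p = 0.409). Ighm, the constant region of immunoglobulin M, had a log2 fold change of -0.28 (adjusted p = 0.277), and Ms4a1, which encodes CD20, had -0.41 (adjusted p = 0.276). A dim probe set of Ighm had 2.11 (adjusted p = 0.000171).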

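Of 13 endothelial cell markers 1 rose, Pecam1, which encodes an adhesion molecule of vessel walls, at 323 ± 21.8 in FL1 and 219 ± 36.9 in DUKsi (SD, n = 6 pools each; log2 fold change 0.58, SE 0.122, adjusted p = 0.0081 from limma). The other 12 markers did neither, with the same count when adjusted over the list alone. Pecam1 did not pass without FL1 pool 1, 2, 4, 5 or 6 or DUKsi pool 2, 3, 5 or 6, at an adjusted p of 0.0108 to 0.0233, nor on the second array of each pool alone, at 0.136. The median of the endothelial list was 0.20 (camera, adjusted p = 0.0327, and adjusted p = 0.253 with an estimated correlation). Its adjusted p was 0.0703 without FL1 pool 2, 0.055 without FL1 pool 6 and 0.0632 without DUKsi pool 5, 0.08 with the dim probe sets left out and 0.0859 on the second array of each pool alone.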

**Figure 1:**
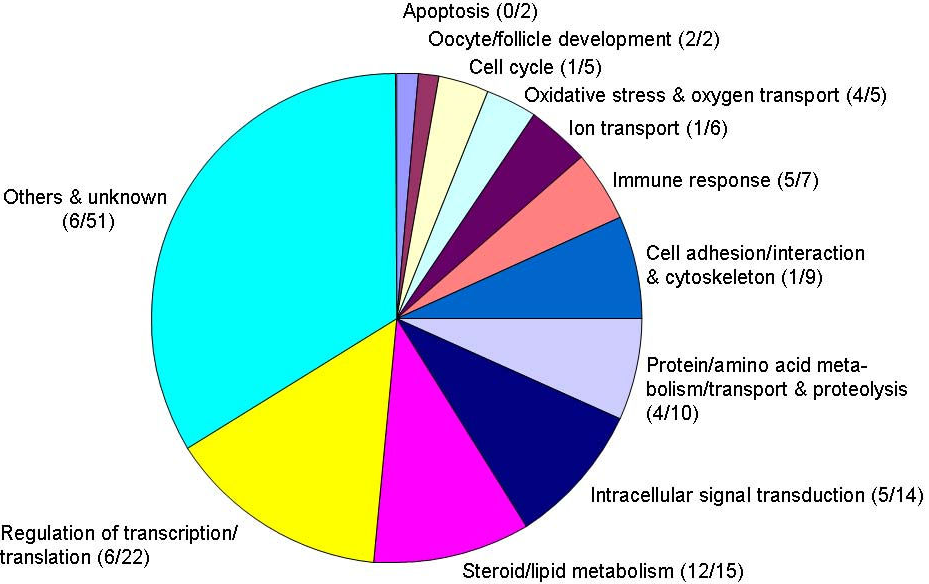
**Superordinate categories of biological processes identified by gene ontology (GO) mapping.** Differentially expressed transcripts mapped to numerous biological processes of the hierarchical GO system. These were combined to the shown eleven superordinate categories. The first number in brackets (preceding the slash) represents the number of transcripts, which significantly map to specific biological processes of the hierarchical GO system. The second number (following the slash) represents all transcripts mapping to the specified biological process without statistical significance.

### Re-evaluation of microarray data with real-time PCR

Selected, differentially expressed transcripts were re-analyzed with qPCR. Besides re-evaluation of the pooling approach, transcript concentrations were also determined in ten individual samples of each line to estimate inter-individual variation. 

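The 15 transcripts chosen for qPCR spanned mean array signals from 93.8 for Pi4k2b, a lipid kinase gene, to 8404 for Cyp11a1, the cholesterol side-chain cleavage enzyme. In FL1, 7 of them had a higher mean signal and 8 a lower one, and 14 were called, the exception being Ptgfr. Pi4k2b had a signal of 38.8 ± 16.1 in FL1 and 149 ± 17.2 in DUKsi (SD, n = 6 pools each; log2 fold change -2.17, SE 0.4, adjusted p = 0.00289 from limma). FL1 pool 3 was at 6.75, and the others of its line at 39.65 to 49.45. The adjusted p was 0.0223 on the second array of each pool alone and 0.0108 with quantile normalization. The other probe sets of Pi4k2b had log2 fold changes of -0.17 (adjusted p = 0.473) and -1.13 (adjusted p = 1.83e-05). Over the 15 transcripts the median coefficient of variation between pools was 17.8% in FL1 and 18.3% in DUKsi, and it was higher in DUKsi for 9 of them. Over the 11313 brighter probe sets it was higher in FL1 for 66.2%, with medians of 12.9% in FL1 and 10.4% in DUKsi.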

Altogether, 15 probe sets were selected for qPCR re-evaluation according to the following criteria: (1) probe sets should preferably represent transcripts of well defined genes; (2) selected transcripts should cover a wide range of transcript abundance; (3) about half of them should be up and half of them down regulated in FL1; (4) probe sets should map to different GO terms.

For re-evaluation of the pooling approach, the samples were freshly assembled to 6 pools of each line, as described for microarray analysis. The qPCR data showed a strong and significant (p < 0.05) correlation with microarray data in twelve of the fifteen transcripts (Fig. 2). Three of the transcripts however, *Bcl2*, *Pi4k2b *and *Rgs5*, did not show any association between microarray and qPCR data. A comparison of the mean values that were calculated from all six pools of each line revealed that only eleven of the fifteen transcripts showed significantly different expression levels in both lines. Obviously, these differences between microrray and qPCR analysis were only found in transcripts with generally low expression levels. The relative transcript abundance (i.e. the transcript abundance determined in FL1 divided by that found in the control line) varied between FC values of -1.3 to 67 (Fig. 3A). Generally, these relative expression levels were similar to those found by microarray analysis. 

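On the arrays Ifi205, an interferon activated gene of the Ifi200 family, had a signal of 371 ± 61.0 in FL1 and 44.2 ± 14.3 in DUKsi (SD, n = 6 pools each), a fold change of 8.39 (log2 fold change 3.14, SE 0.233, adjusted p = 3.85e-07 from limma). The DUKsi level lies far under the median signal of the arrays. It also lies under 48.4, the value below which 20% of all signals lie, so the size of the fold is uncertain. The mean signal of Ifi205 over the 12 pools, was 207.5.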

Only in case of Ifi205 the FC value calculated from qPCR data was much higher than that calculated from microarray data (FC 67 vs. FC 9, see Fig. 3A). This might be due to the limited dynamic range of the hybridization technique used for microarray analysis compared to the range of qPCR, which can exceed more than 5 orders of magnitude.

**Figure 2:**
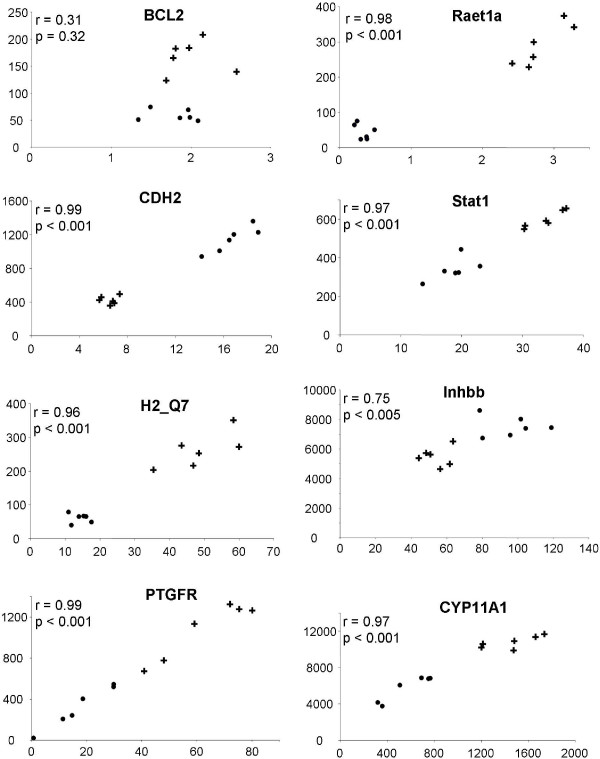
**Scatter blots showing the correlation of selected microarray and qPCR data from sample pools.** Ordinates indicate arbitrary intensity levels of expression microarray analyses; abscissae indicated transcript abundance as determined by qPCR analysis (copies × 10^5^/μg RNA). r, coefficient of correlation; p, p value calculated by the Pearson Product Moment correlation test.

**Figure 3:**
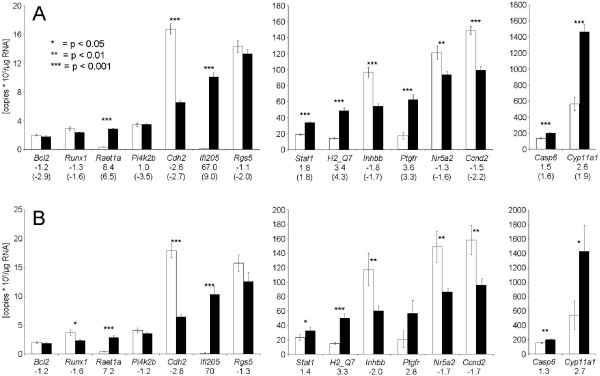
**Abundance of ovarian transcripts in FL1 and in the control line DUKsi.** Transcript abundance was determined by qPCR from (n = 6) pooled (A) and (n = 10) individual samples (B). Mean abundance and standard deviations are shown. Numbers indicate -fold change (FC) values calculated from qPCR data, numbers in brackets those calculated from microarray data [see Additional file 1].

qPCR analysis of individual samples showed similar line-specific differences as the qPCR pooling approach (Fig. 3B). However, line-specific inter-individual variations were considerably higher than line-specific inter-pool variations. Thus the coefficients of variation of qPCR data from individual samples were higher throughout all levels of expression than those from pooled samples (Fig. 4). This also resulted in partially higher p values (t-tests) and thus lower levels of significance when comparing mean values of both lines.

**Figure 4:**
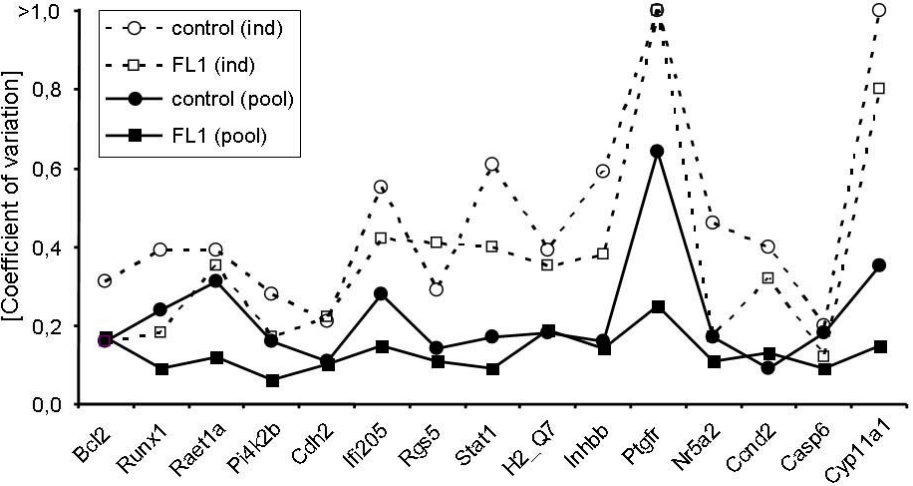
**Coefficients of variation of transcript abundance calculated from qPCR data.** Transcript abundance was determined in pooled (solid lines) and individual samples (broken lines) from FL1 (squares) and the control line DUKsi (circles). Transcripts are ordered from low (left) to high levels (right) of expression. ind, individual samples; pool, pooled samples.

## Discussion

During the present study comparative whole genome expression profiling was used to identify ovarian genes, whose expression pattern was affected by long term selection towards increased fertility performance. Mapping of these genes to the hierarchical GO terms could elucidate biological processes that might be responsible for the largely improved fertility performance in FL1. It cannot be completely excluded however, that some of these line-specific differences are due to undirected allelic drift as a consequence of genetic separation of both lines over many generations. In any case, the data from the present expression profiling approach will also crucially support ongoing association studies to clearly identify candidate genes and causative polymorphisms, which are actually responsible for the largely improved fertility performance in FL1.

### Microarray expression profiling

Numerous of the differentially expressed genes, which had been identified by microarray expression profiling are known to be involved in female reproductive processes as folliculogenesis, ovulation, atresia, luteinization, or luteal regression and thus might play a role in increasing the ovulation number. Hereafter, a selection of these genes will be discussed:

B-cell CLL/lymphoma 2 (*Bcl2*) and caspase 6 (*Casp6*), can be assigned to the process of apoptosis. 

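Bcl2, which protects cells from apoptosis, had a signal of 57.5 ± 10.3 in FL1 and 163 ± 36.1 in DUKsi (SD, n = 6 pools each; log2 fold change -1.49, SE 0.188, adjusted p = 0.000101 from limma). A brighter probe set of Bcl2 had a log2 fold change of -0.24 (adjusted p = 0.233), and on the second array of each pool alone the adjusted p of the listed one was 0.0272. Casp6, an executioner caspase, was higher in FL1, at 1278 ± 148 against 805 ± 123 (log2 fold change 0.67, SE 0.101, adjusted p = 0.000522). Of 23 measured genes of apoptosis 1 rose, 1 fell and 21 did neither, with the same counts when adjusted over the list alone. The median log2 fold change of the list was -0.10 (camera, adjusted p = 0.414).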

Members of the *Bcl2 *and *Casp *families are well known to play a fundamental role during follicular atresia [10,11], but also throughout earlier stages of folliculogenesis [12].

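Inhbb, the inhibin and activin beta-B subunit, had a signal of 1282 ± 169 in FL1 and 2081 ± 336 in DUKsi (SD, n = 6 pools each; log2 fold change -0.69, SE 0.114, adjusted p = 0.00114 from limma). A brighter probe set of the gene had -0.42 (adjusted p = 0.0174). Inhba, the beta-A subunit, fell from 6177 ± 609 in DUKsi to 4318 ± 396 in FL1 (log2 fold change -0.52, SE 0.0796, adjusted p = 0.000646). Grem1, an antagonist of bone morphogenetic proteins made in cumulus and granulosa cells, had 136 ± 24.0 against 390.3 ± 159 (log2 fold change -1.43, SE 0.227, adjusted p = 0.00081). With the methods' t-test the adjusted p was 0.0144 for Inhbb and 0.0526 for Grem1. These were the 3 of 33 genes of the TGF-beta family that fell. None rose and 30 did neither (2 rose and 3 fell when adjusted over the list alone). The median of the list was -0.11 (camera, adjusted p = 0.101). Without FL1 pool 2 the adjusted p was 0.042, and without DUKsi pool 4 it was 0.0191. Inhba and Inhbb are also on the list of granulosa cell markers.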

Inhibin β-B (*Inhbb*), which was found down regulated in FL1 ovaries compared to those of the control, significantly maps to GO terms related to oocytes and follicle development. It is an important negative regulator of FSH release and thus is essentially involved in the regulation of folliculogensis and estrous cycle [13].

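Ccnd2 had a signal of 882 ± 171 in FL1 and 1929 ± 265 in DUKsi (SD, n = 6 pools each; log2 fold change -1.14, SE 0.127, adjusted p = 2.9e-05 from limma). All 7 probe sets of the gene were lower in FL1, with log2 fold changes from -1.14 to -0.48, and 5 of them had an adjusted p under 0.01. Pttg1, which encodes securin, a guard of chromosome separation, had 4106 ± 450.2 in FL1 and 7753 ± 652 in DUKsi (log2 fold change -0.92, SE 0.0777, adjusted p = 1.65e-06). Its other probe sets had -0.20 (adjusted p = 0.179) and 0.18 (adjusted p = 0.69). Mcm6, a subunit of the replicative helicase, had a log2 fold change of -0.72 (adjusted p = 0.00298, 0.0101 without DUKsi pool 2 and 0.0151 with the methods' t-test). In its probe set with the highest signal Mcm6 had -0.24 (adjusted p = 0.132) and did not pass. Of 31 measured cell cycle genes 4 fell, none rose and 27 did neither, with the same counts when adjusted over the list alone. The fourth was Mcm5, another helicase subunit, at -0.33 (adjusted p = 0.00938). It did not pass without any 1 of the FL1 pools or without DUKsi pool 1, 2, 5 or 6, at an adjusted p of 0.0141 to 0.029, nor with median scaling, at 0.0718. The median of the list was -0.15 (camera, adjusted p = 0.000412, and adjusted p = 0.331 with an estimated correlation). Ccnd2 is also on the list of granulosa cell markers, whose median was -0.22.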

Cyclin D2 (*Ccnd2*) is known to be essentially involved in granulosa cell differentiation. The gene is induced by FSH and regulates cell proliferation in gonads [14]. Consequently, the absence of a functional gene in -/- mutant females leads to sterility [14]. Down-regulation of *Ccnd2 *by dihydrotestosterone induces cell cycle arrest in granulosa cells [15].

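Gpx3, a secreted glutathione peroxidase, had a signal of 4084 ± 554 in FL1 and 2160.5 ± 277 in DUKsi (SD, n = 6 pools each; log2 fold change 0.92, SE 0.0989, adjusted p = 2.1e-05 from limma). Prdx3, a peroxiredoxin of mitochondria, had 3615 ± 498 in FL1 and 1979 ± 130.0 in DUKsi (log2 fold change 0.86, SE 0.0857, adjusted p = 8.88e-06). For both genes every FL1 pool was above every DUKsi pool. They were the 2 of 22 measured genes of antioxidant defense that rose. None fell and 20 did neither, with the same counts when adjusted over the list alone. Gpx3 and Prdx3 were measured by the probe sets that the study had chosen on the same samples, so that their count is not independent evidence. The median log2 fold change of the list was 0.11 (camera, adjusted p = 0.00189, and adjusted p = 0.16 with an estimated correlation).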

Glutathione peroxidase 3 (*Gpx3*) and peroxiredoxin 3 (*Prdx3*) are involved in the antioxidant defense and may play a role in protecting cells of the cumulus-oocyte complex but also luteal cells from oxidative stress-induced cell death [16-18].

Gulonolactone (L-) oxidase (*Gulo*) has also been found being expressed in the ovary [19]. It is involved in L-ascorbic acid biosynthesis, which can influence ovarian aromatase activity [20].

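Gulo had a signal of 125 ± 16.1 in FL1 and 223 ± 16.5 in DUKsi (SD, n = 6 pools each; log2 fold change -0.84, SE 0.123, adjusted p = 0.000395 from limma), under the median signal of the arrays in FL1 and close to it in DUKsi.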

Seven genes were found to map to GO terms related to the immune system, five of them with significant p-values. Differential expression of three of them could be confirmed with qPCR. Histocompatibility 2 K1 K region (*H2-K1*) and histocompatibility 2 Q region locus 7 (*H2-Q7*) are involved in the process of antigen presentation. 

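H2-K1 had a signal of 852 ± 141 in FL1 and 292 ± 86.7 in DUKsi (SD, n = 6 pools each; log2 fold change 1.59, SE 0.191, adjusted p = 6.01e-05 from limma). Its other 4 probe sets had log2 fold changes from 0.61 (adjusted p = 0.0307) to 1.91 (adjusted p = 3.13e-06). H2-Q7 had 255 ± 64.0 in FL1 and 62.2 ± 12.9 in DUKsi (log2 fold change 2.03, SE 0.197, adjusted p = 6.7e-06). H2-D1, another classical class I heavy chain, had 9012 ± 2397 against 2847 ± 376 (log2 fold change 1.63, SE 0.155, adjusted p = 5.7e-06). Another probe set of H2-D1 went the other way, at 25.8 ± 14.9 in FL1 and 416 ± 39.3 in DUKsi (log2 fold change -4.31, SE 0.404, adjusted p = 4.95e-06). Of 14 measured genes of class I presentation 6 rose, 2 fell and 6 did neither (7 rose and 3 fell when adjusted over the list alone). Among the 6 was Tap1, the peptide transporter, at a log2 fold change of 1.14 (adjusted p = 3.54e-05). H2-T24 fell, at signals of 6.25 ± 3.92 in FL1 and 40.3 ± 17.9 in DUKsi (log2 fold change -2.73, SE 0.411, adjusted p = 0.000539, and 0.0264 with the methods' t-test). Both means lie under 48.4, the value below which 20% of all signals lie, so that the size of this fold is uncertain. H2-Q5 had -1.64 (adjusted p = 0.00687), but did not pass without FL1 pool 4, 5 or 6 or any 1 of the DUKsi pools, at an adjusted p of 0.0115 to 0.0197, nor on the first array of each pool alone, at 0.187. The median of the list was 0.41 (camera, adjusted p = 0.000179, and adjusted p = 0.0811 with an estimated correlation). Class I genes are alike in sequence, so that a probe set can read several of them.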

A possible functional role of these genes for reproductive performance is not clear yet. Interferon activated gene 203 (*Ifi203*) and interferon activated gene 205 (*Ifi205*) are target genes of the JAK/STAT intracellular signaling pathway that can be activated by the cytokine gamma interferon, a major player of immune cell signaling. 

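Ifi203 had a signal of 161 ± 23.4 in FL1 and 12.9 ± 3.96 in DUKsi (SD, n = 6 pools each; log2 fold change 3.68, SE 0.240, adjusted p = 8.74e-08 from limma). Mndal, a neighbour of Ifi203 in the same family, had 693 ± 104 in FL1 and 4.9 ± 1.76 in DUKsi (log2 fold change 7.22, SE 0.251, adjusted p = 5.42e-11), and a second probe set of it had 5.31 (adjusted p = 2.16e-09). Ifi202b went the other way, at 6.45 ± 1.77 in FL1 and 118 ± 54.0 in DUKsi (log2 fold change -4.12, SE 0.304, adjusted p = 3.85e-07, and 0.0161 with the methods' t-test). Of 7 measured genes of the Ifi200 family 4 rose, 1 fell and 2 did neither (5 rose and 1 fell when adjusted over the list alone). The 4 were Mndal, Ifi203, Ifi205 and Pyhin1, and Pyhin1, picked out after its values were seen, had 0.71 (adjusted p = 0.00384). The median of the list was 1.95 (camera, adjusted p = 1.48e-05, and adjusted p = 0.0562 with an estimated correlation). The DUKsi signals of Mndal, Ifi203 and Ifi205 and the FL1 signal of Ifi202b are so low that the size of their folds is uncertain. The genes of this family are alike in sequence, and the probe sets listed for Ifi203 and Ifi205 have no single gene in the annotation.

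**Figure D2:**
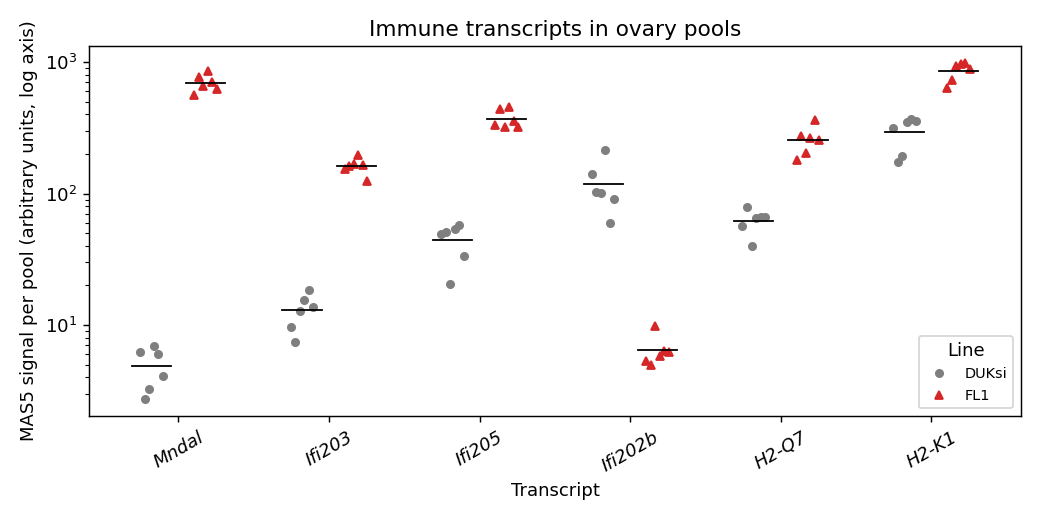
MAS5 signal per pool (y axis, arbitrary units, log axis) of 6 immune transcripts (x axis). Grey circles are the 6 DUKsi pools, red triangles the 6 FL1 pools, and black lines the means. Ifi202b is higher in DUKsi, and the other transcripts are higher in FL1, with no overlap of the pools of the lines.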

Alternatively, the JAK/STAT pathway can also be activated by insulin like growth factor 1 (IGF1) [21]. IGF1 however is an important growth factor during folliculogenesis. Therefore the IGF1 signaling pathway might be affected by selection for increased fertility. This view is supported by significant up-regulation of signal transducer and activator of transcription 1 (*Stat1*) another player of the IGF/JAK/STAT/Ifi pathway. 

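Igf1 had a signal of 2086 ± 337 in FL1 and 2416 ± 403 in DUKsi (SD, n = 6 pools each; log2 fold change -0.21, SE 0.115, adjusted p = 0.336 from limma), and its other probe sets had -0.34 (adjusted p = 0.195) and -0.14 (adjusted p = 0.424). Socs2, an inhibitor of growth hormone signaling through STAT5, was lower in FL1, at 4224 ± 401 against 5787 ± 372 (log2 fold change -0.46, SE 0.0696, adjusted p = 0.000593, and 0.0274 on the second array of each pool alone). Pappa, a protease that releases IGF from its binding proteins, had a log2 fold change of 1.08 (adjusted p = 0.00687), and Igfbp3, an IGF binding protein, had 1.00 (adjusted p = 0.00891). Pappa did not pass without any 1 of the FL1 pools or without DUKsi pool 1, 2, 5 or 6, at an adjusted p of 0.0101 to 0.0207. Igfbp3 did not pass without any 1 of the 12 pools other than DUKsi pool 3, at 0.0104 to 0.0225. On the second array of each pool alone their adjusted p was 0.0238 and 0.189. The 27 measured genes of IGF and JAK/STAT signaling had a median of -0.004 and a mean of 0.04, and camera gave the direction up (adjusted p = 0.693).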

As also shown by microarray analysis, but particularly by qPCR re-evaluation, *Ifi205 *is dramatically up-regulated in the high fertility line thus strongly suggesting a functional role of this gene for fertility performance.

Cadherin 2 (*Cdh2*), a member of the cadherin family might play a functional role similar to N-cadherin, which was found to be expressed in granulosa cells and oocytes mediating cell to cell contacts [14].

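Cdh2 had a signal of 410.1 ± 21.6 in FL1 and 1132 ± 147 in DUKsi (SD, n = 6 pools each; log2 fold change -1.46, SE 0.0868, adjusted p = 3.15e-08 from limma). In a second probe set of the gene the log2 fold change was -1.12 (adjusted p = 4.98e-05), and every FL1 pool lay under every DUKsi pool in the first. Cdh2 is the official name of the N-cadherin gene, and it was the granulosa cell marker with the lowest log2 fold change among the 16 measured.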

GTP cyclohydrolase 1 (*Gch1*), guanine nucleotide binding protein β 1 (*Gnb1*), guanine nucleotide binding protein β 4 (*Gnb4*), Guanylate cyclase 1 soluble α 3 (*Gucy1a3*), Guanylate cyclase 1 soluble β 3 (*Gucy1b3*), IQ motif containing GTPase activating protein (*Iqgap2*), prostaglandin F receptor (*Ptgfr*), and regulator of G protein signaling 5 (*Rgs5*) are involved in the G protein signaling pathways. This suggests that G protein signaling was actually affected by selection towards high fertility and might be important for increased reproductive performance in FL1.

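Gnb1 had a signal of 1285 ± 193 in FL1 and 2905 ± 188 in DUKsi (SD, n = 6 pools each; log2 fold change -1.19, SE 0.0885, adjusted p = 3.86e-07 from limma), and its other probe sets had -0.35 (adjusted p = 0.00796) and -2.28 (adjusted p = 0.00021). Gnb4 had 927 ± 78.0 in FL1 and 560 ± 70.2 in DUKsi (log2 fold change 0.73, SE 0.0906, adjusted p = 8.42e-05), with 0.20 in its other probe set (adjusted p = 0.137). Gucy1a3 and Gucy1b3 encode the subunits of soluble guanylate cyclase, the receptor of nitric oxide, and had log2 fold changes of -0.92 (adjusted p = 4.74e-05) and -0.85 (adjusted p = 0.000123). Second probe sets of these had 0.17 (adjusted p = 0.605) and -0.45 (adjusted p = 0.00941). Gch1, an enzyme of tetrahydrobiopterin synthesis, had -0.82 (adjusted p = 0.000678), and Iqgap2, a scaffold protein, had -1.08 (adjusted p = 3.13e-05). Ptgfr, the receptor through which prostaglandin F regresses the corpus luteum, had 1069 ± 261 in FL1 and 322 ± 204 in DUKsi (log2 fold change 2.29, SE 0.645, adjusted p = 0.0437). DUKsi pool 5 was at 15.95, and without it the log2 fold change was 1.54 (adjusted p = 0.00167). Its other probe sets had 1.24 (adjusted p = 0.00862) and, in the one with the highest signal, 1.82 (adjusted p = 0.00373).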

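Rgs5, a regulator of G protein signaling found in pericytes, had a signal of 311 ± 108 in FL1 and 593 ± 108 in DUKsi (SD, n = 6 pools each; log2 fold change -0.98, SE 0.192, adjusted p = 0.00455 from limma). The other 3 probe sets of Rgs5 had 1.03 (adjusted p = 2.9e-05), 0.18 (adjusted p = 0.37) and -0.18 (adjusted p = 0.628). The listed one did not pass without FL1 pool 4, 5 or 6 or DUKsi pool 2, 3, 4 or 6, at an adjusted p of 0.0102 to 0.0132, nor with median scaling, at 0.012, or with the methods' t-test, at 0.0272. Of the 8 genes that the paper assigns to G protein signaling, 1 rose, 6 fell and 1 did neither (2 rose and 6 fell when adjusted over the list alone). Their median log2 fold change was -0.89 (camera, adjusted p = 0.000108, and adjusted p = 0.0369 with an estimated correlation). The study chose these genes on the same samples, so that the count is not independent evidence of a direction. Of 39 subunits and regulators of G proteins on the textbook list, 1 rose, 2 fell and 36 did neither (2 rose and 2 fell when adjusted over the list alone). The 3 were Gnb4, Gnb1 and Rgs5, each measured by the probe set that the study had chosen on the same samples. In the probe set with the highest signal, the rule for the other genes, Gnb1 passed and Gnb4 and Rgs5 did not. The longer list had a median of -0.02 and a mean of -0.06, while camera, which sets it against all other genes, gave the direction up (adjusted p = 0.904). Of 13 smooth muscle and pericyte markers, 1 of which is also on another list, none rose, 2 fell, Myl9 and Rgs5, and 11 did neither, with the same counts when adjusted over the list alone (median -0.09, camera, adjusted p = 0.434).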

A large group of genes maps to GO processes of the lipid and particularly steroid metabolism. Steroids are important regulators of folliculogenesis and luteal differentiation. 

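Npc2 had a signal of 10888 ± 1224 in FL1 and 6995 ± 1126 in DUKsi (SD, n = 6 pools each; log2 fold change 0.65, SE 0.102, adjusted p = 0.000811 from limma), with 0.58 in a second probe set (adjusted p = 0.000593). Cyp11a1 had 11047 ± 895 in FL1 and 5762 ± 1422 in DUKsi (log2 fold change 0.98, SE 0.141, adjusted p = 0.000376), and every FL1 pool was above every DUKsi pool. Star, which carries cholesterol into mitochondria, had 3406 ± 1338 in FL1 and 1264 ± 753 in DUKsi (log2 fold change 1.59, SE 0.424, adjusted p = 0.0333). Its other probe sets had 1.61 (adjusted p = 0.00765) and 1.50 (adjusted p = 0.03). With all 24 arrays in the fit and the pool as a random block, the adjusted p of the first was 9e-04. That fit used 1 correlation of 0.337 between the arrays of a pool for all probe sets. For a gene that varies widely between pools, as Star does (292.2 to 2223 in DUKsi), its p can be too small. It is therefore not stronger evidence than the fit on pools. Hsd3b1, which makes progesterone from pregnenolone, had 17777 ± 1465 in FL1 and 14809 ± 630.5 in DUKsi (log2 fold change 0.26, SE 0.0653, adjusted p = 0.024). Without FL1 pool 1 the adjusted p was 0.00723, and with median scaling it was 0.00393. Hsd3b1 also passed with all 24 arrays in the fit, without the dim probe sets and with the robust setting. Cyp17a1, the androgen forming enzyme of theca cells, had 3703 ± 993 in FL1 and 5816 ± 1978 in DUKsi (log2 fold change -0.62, SE 0.211, adjusted p = 0.0985).

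**Figure D3:**
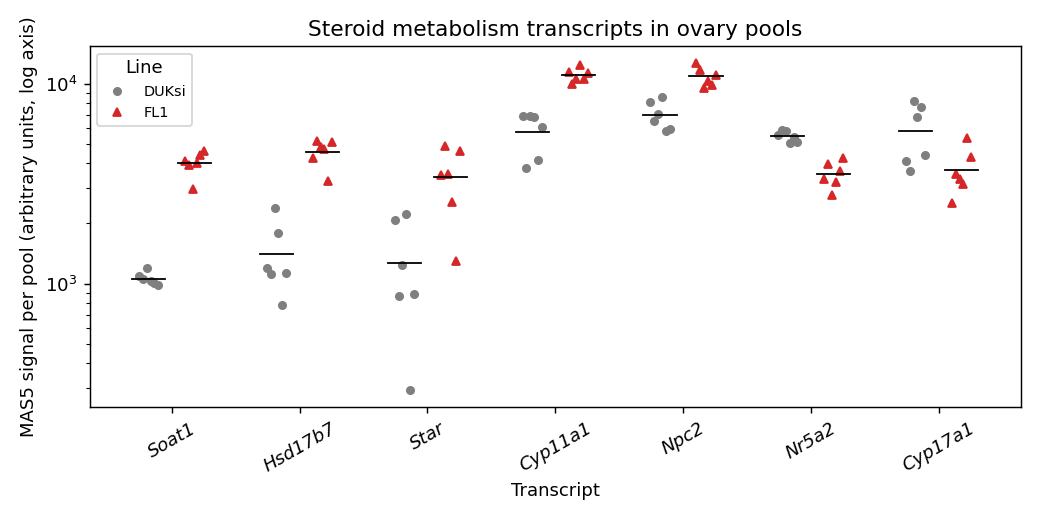
MAS5 signal per pool (y axis, arbitrary units, log axis) of 7 transcripts of steroid metabolism (x axis). Grey circles are the 6 DUKsi pools, red triangles the 6 FL1 pools, and black lines the means. Soat1, Hsd17b7, Cyp11a1 and Npc2 are higher in every FL1 pool than in every DUKsi pool, Nr5a2 is lower in every FL1 pool, and the pools of the lines overlap for Star and Cyp17a1.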

Transcript levels of the niemann pick type C2 (*Npc2*) gene that is involved in sterol trafficking, and of the *Cyp11a1 *gene encoding the cholesterol side-chain cleavage enzyme, which catalyzes an initial step of steroid hormone synthesis, were found to be up-regulated in FL1. Most interestingly, also the expression of an important transcriptional regulator of steroid biosynthesis, the nuclear receptor subfamily 5 group A member 2 (*Nr5a2*) was found significantly changed in ovaries of FL1. 

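Nr5a2 had a signal of 3529 ± 537 in FL1 and 5470 ± 343 in DUKsi (SD, n = 6 pools each; log2 fold change -0.64, SE 0.0907, adjusted p = 0.000288 from limma), lower in every FL1 pool than in every DUKsi pool. The other 3 probe sets of Nr5a2 were also lower in mean signal but did not pass the test, with log2 fold changes of -0.27 (adjusted p = 0.0923), -0.67 (adjusted p = 0.0598) and -0.25 (adjusted p = 0.0489).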

*Nr5a2*, also known as liver receptor homologue 1 (*Lrh1*), shows high level expression in ovarian cells. It is regulated by FSH, luteinizing hormone (LH) and prolactin, and is known to regulate important steroidogenic genes as *Star*, *Cyp11a1*, *Cyp17*, *Hsd3b*, or *Cyp19 *[22-24]. *Nr5a2 *knockout is lethal in homozygotes and leads to reduced female fertility in heterozygote animals [25], most likely because of altered luteal function due to reduced progesterone production. This suggests that steroid hormone production was affected by selection towards increased fertility performance. However, there is no conclusive explanation for the contradictory observation that expression of *Nr5a2 *is up-, but that of *Cyp11a1 *is down-regulated in FL1, in spite of the fact that *Nr5a2 *is a positive regulator of steroidogenic genes.

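Scarb1, the receptor that takes up cholesterol from high density lipoprotein, had a signal of 9187 ± 1310 in FL1 and 6105 ± 1328 in DUKsi (SD, n = 6 pools each; log2 fold change 0.61, adjusted p = 0.0131 from limma) and did not pass the test. It was picked out after its values were seen. Soat1, Npc2 and Cyp11a1 thus rose in FL1. Nr5a1 fell, and Nr5a2 fell in its listed probe set alone. Hsd3b1 and Cyp17a1 did not pass, and Star passed in 1 of its 3 probe sets. Other genes of cholesterol trafficking, also picked out after their values were seen, did not pass either, namely Npc1 at -0.20 (adjusted p = 0.379), Stard3 at 0.02 (adjusted p = 0.948) and Stard4 at 0.08 (adjusted p = 0.724). The paper sets the changes of Npc2, Cyp11a1 and Nr5a2 beside the known role of Nr5a2 as a regulator of steroidogenic genes and the reduced fertility of Nr5a2 heterozygotes, and proposes that selection for fertility affected steroid hormone production.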

It is well known that cAMP responsive element binding proteins are essentially involved in FSH signaling in ovarian granulosa cells [26]. 

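Creb3, a membrane-bound transcription factor of the CREB family, had a signal of 1223 ± 82.2 in FL1 and 512 ± 58.3 in DUKsi (SD, n = 6 pools each; log2 fold change 1.26, SE 0.0836, adjusted p = 1.04e-07 from limma). The other 3 probe sets of Creb3 had log2 fold changes of 0.08 (adjusted p = 0.789), 0.01 (adjusted p = 0.962) and 0.16 (adjusted p = 0.776). Adcy7, an adenylate cyclase, was lower in FL1, at 718 ± 90.8 against 1124 ± 126 (log2 fold change -0.65, SE 0.0951, adjusted p = 0.000437). Of 19 measured genes of FSH and cAMP signaling these 2 passed, 1 rose and 1 fell, and 17 did neither (3 rose and 1 fell when adjusted over the list alone). Both were measured by the probe sets that the study had chosen on the same samples. In the probe set with the highest signal, the rule for the other genes, Adcy7 passed and Creb3 did not (log2 fold change 0.01, adjusted p = 0.962). The list had a median of -0.09 and a mean of 0.02, and camera gave the direction up (adjusted p = 0.856).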

Expression of the cAMP responsive element binding protein 3 (*Creb3*) was found largely up-regulated in ovaries of FL1 thus suggesting, that the FSH signaling cascade that is essential for follicular growth and differentiation might be affected, possibly enhanced, by selection towards increased fertility. 

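Rora, a nuclear receptor gene, had a signal of 1490.2 ± 139.6 in FL1 and 791 ± 167 in DUKsi (SD, n = 6 pools each; log2 fold change 0.94, SE 0.131, adjusted p = 0.000258 from limma). Its other probe sets had log2 fold changes of 0.75 (adjusted p = 0.0144) and 0.03 (adjusted p = 0.933).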

Another interesting transcriptional regulator, which might influence reproductive performance, is the RAR-related orphan receptor alpha gene (*Rora*). Mutations of this gene result in the "staggered" phenotype in mice, which is characterized by cerebellar abnormalities. In addition, "staggered" mothers produce smaller litters and a reduced number of oocytes thus indicating pleiotropic effects of *Rora *on fertility performance [27]. Expression of the runt related transcription factor 1 (*Runx1*) in follicular cells has been well documented. This factor seems to play an important role in the preovulatory process by regulating LH induced progesterone production [28]. However, significantly reduced expression of *Runx1 *transcripts in ovaries of FL1 animals could not be unambiguously confirmed by qPCR.

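Runx1 had an array signal of 205 ± 40.4 in FL1 and 398 ± 58.4 in DUKsi (SD, n = 6 pools each; log2 fold change -0.97, SE 0.143, adjusted p = 0.000444 from limma). Of its other probe sets 1 also fell, at -0.71 (adjusted p = 0.00021), and 3 did not pass, at -0.03 (adjusted p = 0.969), -0.18 (adjusted p = 0.658) and -0.33 (adjusted p = 0.191). Cebpb, a transcription factor that granulosa cells need for ovulation and luteinization, had 696 ± 93.4 in FL1 and 1111 ± 159 in DUKsi (log2 fold change -0.67, SE 0.104, adjusted p = 0.000672, and 0.011 with the methods' t-test). Of 24 measured genes of ovulation 2 rose, 2 fell and 20 did neither (5 rose and 2 fell when adjusted over the list alone). Those that rose were Ptger2, a prostaglandin E receptor of cumulus cells, at 0.53 (adjusted p = 0.00349, 0.0114 without FL1 pool 4 0.0117 without FL1 pool 6 and 0.0255 on the first array of each pool alone), and Timp1, an inhibitor of matrix metalloproteinases, at 0.66 (adjusted p = 0.00839). Timp1 did not pass without FL1 pool 1, 3, 4 or 6 or any 1 of the DUKsi pools, at an adjusted p of 0.0114 to 0.0245, nor with the methods' t-test, at 0.0958. Ptgfr, also on this list, did not pass in its listed probe set but passed in the one with the highest signal (log2 fold change 1.82, adjusted p = 0.00373). The list had a median of -0.12 and a mean of 0.04, and camera gave the direction up (adjusted p = 0.658). With median scaling the direction was down (adjusted p = 0.959).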

A member of the retinol dehydrogenase family, *Rdh2*, was identified by microarray analysis in polycystic ovary syndrome theca cells [29], where it affects steroid synthesis. 

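Rdh11, a retinol dehydrogenase gene, had a signal of 279 ± 26.6 in FL1 and 69.7 ± 21.2 in DUKsi (SD, n = 6 pools each; log2 fold change 2.06, SE 0.199, adjusted p = 6.62e-06 from limma). A second probe set, with signals of 349.7 in FL1 and 259 in DUKsi, had a log2 fold change of 0.42 (adjusted p = 0.0192).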

Over expression of *Rdh11*, that was found four-fold up-regulated in ovaries of FL1 thus suggests again, that steroid synthesis has been affected by selection towards improving fertility performance. Stanniocalcin 1 (*Stc1*) is known to be expressed in thecal interstitial cells. This paracrine hormone binds to receptors that are located in the granulosa cell layer, where it may act as a luteinization inhibitor [30]. 

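Stc1 had a signal of 1184 ± 248 in FL1 and 2229 ± 253 in DUKsi (SD, n = 6 pools each; log2 fold change -0.93, SE 0.124, adjusted p = 0.000179 from limma). A dim second probe set had -0.48 (adjusted p = 0.441). Of 9 measured markers of theca and interstitial cells, 2 of which are also on another list, 1 rose, Cyp11a1, which luteal cells express as well, and 8 did neither, with the same counts when adjusted over the list alone. The median of the list was -0.15 (camera, adjusted p = 0.658).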

*Stc1 *knockout experiments however revealed, that this gene is not essential for reproduction and development in mice [31], but it may modulate follicular differentiation and may therefore be important for reproductive performance.

### Re-evaluation by qPCR

By qPCR re-evaluation the majority of microarray data could be confirmed. However in three out of the 15 genes, qPCR data do not correlate with microarray data. Noticeably, two of these genes, *Bcl2 *and *Pi4k2b*, showed very low transcript abundance levels. Probably, these levels may fall below a technical threshold and therefore do not allow a reliable transcript quantification particularly by hybridization based methods as microarray analysis. Thus expression data at these particularly low levels should be interpreted with care. Microarray and qPCR data of other transcripts however showed significant correlations, particularly those with intermediate and high expression levels. Therefore this re-evaluation indicated that the microarray based differential expression profiling basically yielded reliable data.

In addition to re-evaluation, qPCR was also used to estimate inter-individual variability of transcript abundance. The pooling approach applied for qPCR was identical to that for microarray analysis. The line-specific mean transcript levels were similar in both experimental approaches. However, the inter-individual variability was much larger than the variability between different sample pools of the same line. Particularly *Cyp11a1*, *Ptgfr*, and *Inhbb*, but also *Nr5a2 *and *Ccnd2 *showed very large inter-individual variability. Remarkably, this inter-individual variability was especially distinct in the control line. Thus far however, we have no well-founded explanation for this observation. As a consequence of this very large inter-individual variability, the significance of comparative statistics (t-test) was considerably lower (e.g. *Stat1*, *Inhbb*, *Nr5a2*, *Ccnd2*, *Casp6*, *Cyp11a1*). In case of the prostaglandin F receptor (*Ptgfr*), despite of very different mean expression levels between both lines, this difference was only significant when sample pools instead of individual samples were compared. This suggests that large inter-individual variation of expression levels can obscure group-specific differences. This is in line with an earlier observation [32] stating that pooling is beneficial when many subjects, i.e. more than 2 to 3, are pooled.

## Conclusion

(1) The ovarian expression levels of numerous genes, which are involved in steroid/lipid metabolism, immune response, G-protein signaling and other biological processes were significantly different in the selected high fertility mouse line FL1 compared to a non-selected control line. This suggests that at least some of these genes and the corresponding biological processes play a functional role in improving reproductive traits, particularly by increasing the number of ovulation.

(2) Selective qPCR re-evaluation largely confirmed the microarray data and in addition demonstrated that sample pooling allows the inclusion of more individuals into expression profiling analysis with simultaneous reduction of costs and can be beneficial to find out group-specific expression profiles despite of large inter-individual variation.

(3) Combined with ongoing association studies in a FL1/DUKsi crossbreeding family the present data will substantially help to identify candidate genes and causative mutations that are eventually responsible for increased fertility performance in mice.

## Methods

### Selection Procedure

Animal experiments were approved by the respective ethical authorities from the Land Mecklenburg-Vorpommern, Germany, in compliance with the European legislation on the care and use of laboratory animals.

All mouse lines were originally derived from the same genetic pool by systematic crossbreeding of 4 inbred and 4 outbred lines [33,34]. From this outbred population the high fertility line FL1 was generated during a long term selection experiment [35]. The line was selected for an index trait, combining litter size (LS0) and litter weight (LW0) at birth in primiparous females (Index (I) = 1.6 × LS0 + LW0)) to generation 130. The line was maintained with 60 to 100 mating pairs per generation. Line DUKsi is an inbred line that was not selected for any specific trait but originated from the same genetic pool as FL1. DUKsi was inbred by full-sib mating for about 36 generations. Females were mated at an age of 63 days with a mating ratio of 1:1. The mice were kept in Makrolon-cages (Ehret, Emmendingen, Germany) of 30 × 12.5 × 12.5 cm and had free access to pellet concentrate and water. The light regime was LD 12:12, the room temperature was standardized to 22.5°C.

### Determination fertility traits

To determine component fertility traits, the number of corpora lutea and of ova shed was analyzed in 10 animals of each line at the first day of pregnancy. Nine week old virgin females of each line were mated to males of the same line. Upon detection of a vaginal plug females were removed from mating cages. The day of plug detection was assigned as the first day of pregnancy. Animals were killed by decapitation and uteri with ovaries were removed from both sides. Ova, which frequently are still surrounded by cumulus cells, were harvested from the upper part of the oviduct, the ampulla, and incubated in 3% hyaluronidase in M2 medium (Sigma-Aldrich, Taufkirchen, Germany) for 3 to 5 minutes at room temperature, in order to release all ova from surrounding cumulus cells. Additional ova, separate to those in the cumulus-oocyte-complex, were flushed from the oviduct with M2 medium. The number of CL was counted under a microscope after dissection of both ovaries from every animal.

### Microarray expression profiling

For microarray expression profiling, ovarian RNA samples from 30 virgin females (six to nine weeks old) of each line were combined to six pools with five individuals per pool. Animals were selected from 25 and 26 different litters of FL1 and of the control, respectively, in order to reduce individual maternal effects. Samples from individuals were combined to pools by considering the respective size of litters where the animals descended from in order to generate pools from animals with a similar mean parental fertility performance (Tab. 1). One-way analysis of variance (ANOVA) revealed no significant differences of means between pools from the same line. In FL1, the size of litters ranged from 10 to 21 and in the control from 6 to 12.

**Table 1:** Mean size and standard deviation (std) of litters, from which animals have been selected for pooling.

	control		FL1	
	mean	std	mean	std
pool 1	9.8	3.5	16.0	5.5
pool 2	9.8	0.8	15.2	3.3
pool 3	10.0	1.6	16.8	1.9
pool 4	10.0	1.6	16.8	1.9
pool 5	10.4	1.1	16.8	1.6
pool 6	10.4	0.5	17.8	1.6
all	10.1	1.7	16.6	2.8

Ovaries were collected from females at the metestrous stage. Stages of the estrous cycle were determined between seven thirty and eight a.m. from serial vaginal smears with microscopic evaluation. Animals were killed two to three hours later, ovaries were dissected and freed from attached tissues, and preserved in RNAlater^® ^(Qiagen, Hilden, Germany). Right and left side ovaries were processed together for total RNA preparation using the RNeasey Mini Kit with simultaneous removal of genomic DNA with RNAse free DNAse (both from Qiagen). RNA was quantified in a GeneQuant II photometer (Pharmacia Biotech, Freiburg, Germany). Two μg RNA from each sample were then combined to pools with five samples and 10 μg RNA per pool.

First-strand synthesis was carried out by a T7-(dT)24 primer and SuperScript II Reverse Transcriptase (Gibco BRL Life Technologies) using ten μg pooled total RNA. Second-strand synthesis was done according to the SuperScript Choice System (Invitrogen) by E. coli DNA-Polymerase I, E. coli Ligase and RNaseH. Fragment end-polishing was performed using T4-Polymerase. An in vitro transcription reaction was used to incorporate Biotin-11-CTP and Biotin-16-UTP into the cRNA probe (BioArray HighYield RNA Transcript Labeling Kit, Enzo). The fragmented cRNA was hybridized overnight (45°C) to the Affymetrix MOE 430A mouse expression arrays (~20,000 probe sets = mouse gene specificities). Each sample pool was hybridized to two arrays to average technical variation. Arrays were then washed using the GeneChip Fluidics Station (Affymetrix) according to the manufacturer's protocol and stained by R-Phycoerythrin Streptavidin (Molecular Probes). This was followed by an antibody amplification procedure using a biotinylated anti-streptavidin antibody (Vector laboratories) and goat IgG (Sigma). The scanning was carried out with 3 μm resolution, 488 nm excitation and 570 nm emission wavelengths employing the GeneArray Scanner 2500 (Hewlett Packard). For calculation of signal intensity of each gene we used the Affymetrix Microarray Suite 5.0 Software (MAS5). All arrays were normalized by scaling to reach a common target intensity. Mean intensities of all probe sets were calculated from both technical replicates. Microarray data have been submitted to the Gene Expression Omnibus Database (GEO Series record: GSE11113).

As an initial statistical analysis a 'Comparison expression analysis' of MAS5 was done for all possible pairwise comparisons (n = 36) between six pool arrays of the DuKsi control line as baseline and 6 pool arrays of FL1 as experimental line. For each of the ~20,000 probe sets this resulted in one of the following statements: increased, decreased, not changed, or not detected. Additionally, the common t-test (MAS5) for each gene was performed to get a list of corresponding p-values of significance. Because of the high number of tested null hypotheses (22690) the number of false positive results was limited by using the concept of the false discovery rate (FDR). The FDR was calculated by means of the Q-value approach [36,37]. We used the software 'Q-value' written by Dabney/Storey – starting with the sorted list of p-values of the corresponding t-tests to get a list of estimated q-values. Distinct thresholds of Q-values, pairwise comparisons, and relative differences of mean expression levels between both lines (fold change, FC) were combined to define differentially expressed probe sets, respectively transcripts (see Results).

To map differentially expressed transcripts to specific biological processes of the hierarchical vocabularies of the Gene Ontology (GO) system, the GO Browser of the NETAFFX mining tool (Affymetrix) was used. Because some transcripts are represented by more than one probe set on the MOE 430A mouse expression arrays, redundant probe sets had to be removed from the list of differentially expressed probe sets before GO browsing. If the p-value that was calculated by the Chi square test for each GO term was below 0.05, GO mapping of the respective transcript was considered significant.

### qPCR

The abundance of selected transcripts, which had been previously identified by microarray expression profiling, was re-evaluated by qPCR in sample pools, and in addition, in ten individual samples of each line in order to estimate inter-individual variation of transcript levels. Pools for qPCR analysis were freshly prepared, however with the same samples and the same amount of RNA as described for microarray analysis. Primers used for reverse transcription and qPCR are shown in Tab. 2. Primers were designed to bind within or close to the target sequence of the corresponding microarray probe sets and if possible, were derived from different exons to avoid amplification of residual genomic DNA. For cDNA synthesis 0.1 μg total RNA were reversely transcribed in a 25 μl reaction volume using M-MLV reverse transcriptase, RNase H Minus, Point Mutant (Promega, Mannheim, Germany). The freshly synthesized cDNA samples were cleaned with the High Pure PCR Product Purification Kit (Roche, Mannheim, Germany) and eluted in 50 μl elution buffer. The identity of selected products generated with different primer pairs was controlled by sequencing.

**Table 2:** Primers used for cDNA synthesis and qPCR

**Gene**		**Sequenz**	**Accession nos**.	**bp**
*Bcl2*	rt	GGTCTGCACCTTTAATCCTAGTAC	BC027249	328
	rev	ACATACAGAGGCCTTGTCTCAGAC		
	for	GGAATGACATGTTGCTCACATTTAC		
*Casp6*	rt	TAGCCCTTCCACCACGTCCAAC	NM009811	231
	rev	GCGCTGAGAGACCTTTCTGTTC		
	for	ACAGACAAGCTGGACAACGTGAC		
*Ccnd2*	rt	CAGGCTTTGAGACAATCCACATC	NM009829	248
	rev	AATGAAGTCGTGAGGGGTGACTG		
	for	CTCTGGCCATGAATTACCTGGAC		
*Cdh2*	rt	CCCACCGCTACTGGAGGAGTTG	NM007664	204
	rev	GCCTCTCGTCTAGCCGTCTGA		
	for	GGATGAAACGGCGGGATAAAGAG		
*Cyp11a1*	rt	ATACAGAGATACCACCCTCAAATG	NM019779	252
	rev	TCACGGAGATTTTGAACTTCAAT		
	for	GATTCCAGCCAAGACTTTGGTAC		
*H2-Q7*	rt	CAATCAACCCTCAGCTCAAGATG	XM622842	293
	rev	TAGGCTCACAGGGAACATGAGAC		
	for	CTGAGCCTCTCACCCTGAGATG		
*Ifi205*	rt	GGTGACATTTCTATTTTGGCATCTC	NM172648	188
	rev	CCTTACAGTTGATGTTGTGCCATTG		
	for	CAGAAATGCAAATGCCAGTCCTAAG		
*Inhbb*	rt	ACCAGTGACCTGTCAGTTGTTG	XM148966	272
	rev	TGAGTCGCTCCTGGGCTACTTG		
	for	GCACTCTGAATTGCGCCTTCTGA		
*Nr5a2*	rt	CTTGGAGCAGTTCAGAGTATTGTG	NM030676	217
	rev	GTCTTCTGCCTGCTTGCTGATTG		
	for	CGATCAGCGGGAGTTTGTATGTC		
*Pi4k2b*	rt	CTGCACTCCACGATCACACATG	NM028744	203
	rev	AGCAGCTCTGTCAAATCCTTTGTC		
	for	GGCTAGCATTTCCCTTTAAGCATC		
*Ptgfr*	rt	AGTCCAGCTTCACTCGATGCTTG	NM008966	204
	rev	ACAGGTTCCTAAGGACAGCCTTC		
	for	TCATTCAGCTCCTGGCCATAATGT		
*Raet1a*	rt	AAATGTATTAGAGGAGGGAGATAAG	NM009016	218
	rev	CTCCAGTTCCACAGGATCCGATG		
	for	GGAAAAGCCAAGATCAACCTCAAG		
*Rgs5*	rt	ATGCAGCCCTTAGACTGCAGAAG	NM009063	242
	rev	GAGGCATCTGAGTGAGTGTGTAAC		
	for	GCTTCTAAACAGGATTCATTTCAATC		
*Runx1*	rt	TCGGAGATGGACGGCAGAGTAG	NM009821	246
	rev	GACAGAGGAAGAGGTGATGGATC		
	for	ATGAAGAACCAGGTAGCGAGATTC		
*Stat1*	rt	ATGTCGCCAGAGAGAAATTCGTG	NM009283	176
	rev	GGTGGACTTCAGACACAGAAATC		
	for	TGCCGAGAACATACCAGAGAATC		

bp, lengths of amplicons in base pairs; for, forward primer; rev, reverse primer; rt, primer used for cDNA synthesis

For qPCR, 0.5 and 0.25 μl of each purified cDNA sample were amplified with the LightCycler-FastStart DNA Master^PLUS ^SYBR Green I Kit (Roche, Mannheim, Germany) in 10 μl total reaction volume. Values from both reactions were averaged. Amplification and quantification of PCR products was performed in a LightCycler^® ^instrument (Roche) under the following cycling conditions: Pre-incubation at 95°C for 10 min, followed by 45 cycles denaturation at 95°C for 15 sec, annealing at 60°C for 10 sec, extension at 72°C for 10 sec and single point fluorescence acquisition at 83°C for 6 sec.

The melting peaks of all samples were routinely determined by melting curve analysis in order to ascertain that only the expected products had been generated. Additionally, the length of all PCR products was monitored by agarose gel electrophoresis analysis (3% agarose, ethidium bromide stained). Cloned PCR products of each of the respective transcripts were used to generate external standard curves. Routinely, dilutions of standards covering five orders of magnitude (5 × 10^-16 ^to 5 × 10^-12 ^g DNA/reaction) were freshly diluted from stocks of 10 ng DNA/μl and co-amplified during each run. Copy numbers were calculated relative to the amount of total RNA previously subjected to cDNA synthesis. To normalize for variations between individual LightCycler runs one or two arbitrarily selected samples were co-amplified as calibrators.

### Statistical analysis

Line-specific means of component fertility traits and of transcript abundance levels were compared with t-testing. When p < 0.05, differences between lines were considered significant. Correlation analysis comparing microarray and qPCR data was performed with the Pearson Product Moment correlation test. Relationships between pairs of variables were considered significant when p < 0.05. All tests were calculated with the SigmaStat software (Jandel Scientific, San Rafael, CA, USA)

## Authors' contributions

JV, GN and NR conceived the experimental design. ML was responsible for animal breeding, line selection and sampling. DK conducted RNA preparation, labelling and microarray hybridization and together with GN conducted the statistical evaluation of raw data. H–JT enabled and supervised microarray analysis and critically read the manuscript. JV conducted the qPCR re-analysis, interpreted the results and drafted the manuscript. All authors approved the final manuscript.

## Supplementary Material

Additional file 1 Differentially expressed transcripts identified by microarray analysis

## References

[B1] Monget P, Fabre S, Mulsant P, Lecerf F, Elsen JM, Mazerbourg S, Pisselet C, Monniaux D (2002). Regulation of ovarian folliculogenesis by IGF and BMP system in domestic animals. Domestic Animal Endocrinology.

[B2] Clutter AC, Kirby YLK, Nielsen MK (1994). Uterine Capacity and Ovulation Rate in Mice Selected 21 Generations on Alternative Criteria to Increase Litter Size. Journal of Animal Science.

[B3] Gion JM, Clutter AC, Nielsen MK (1990). Alternative methods of selection for litter size in mice: II. Response to thirteen generations of selection. Journal of Animal Science.

[B4] Holl JW, Robison OW (2003). Results from nine generations of selection for increased litter size in swine. Journal of Animal Science.

[B5] Kirby YK, Nielsen MK (1993). Alternative methods of selection for litter size in mice: III. Response to 21 generations of selection. Journal of Animal Science.

[B6] Ruiz-Flores A, Johnson RK (2001). Direct and correlated responses to two-stage selection for ovulation rate and number of fully formed pigs at birth in swine. Journal of Animal Science.

[B7] Spitschak M, Langhammer M, Schneider F, Renne U, Vanselow J (2007). Two high-fertility mouse lines show differences in component fertility traits after long-term selection. Reproduction, Fertility and Development.

[B8] Jefferson WN, Couse JF, Padilla-Banks E, Korach KS, Newbold RR (2002). Neonatal exposure to genistein induces estrogen receptor (ER)alpha expression and multioocyte follicles in the maturing mouse ovary: Evidence for ER beta-mediated and nonestrogenic actions. Biol Reprod.

[B9] Lucci CM, Amorim CA, Rodrigues APR, Figueiredo JR, Bao SN, Silva JRV, Goncalves PBD (1999). Study of preantral follicle population in situ and after mechanical isolation from caprine ovaries at different reproductive stages. Animal Reproduction Science.

[B10] Tilly JL, Tilly KI, Perez GI (1997). The genes of cell death and cellular susceptibility to apoptosis in the ovary: a hypothesis. Cell Death & Differentiation.

[B11] Valdez KE, Cuneo SP, Turzillo AM (2005). Regulation of apoptosis in the atresia of dominant bovine follicles of the first follicular wave following ovulation. Reproduction.

[B12] Yacobi K, Tsafriri A, Gross A (2007). Luteinizing hormone-induced caspase activation in rat preovulatory follicles is coupled to mitochondrial steroidogenesis. Endocrinology.

[B13] de Kretser DM, Robertson DM (1989). The isolation and physiology of inhibin and related proteins. Biol Reprod.

[B14] Sicinski P, Donaher JL, Geng Y, Parker SB, Gardner H, Park MY, Robker RL, Richards JS, McGinnis LK, Biggers JD, Eppig JJ, Bronson RT, Elledge SJ, Weinberg RA (1996). Cyclin D2 is an FSH-responsive gene involved in gonadal cell proliferation and oncogenesis. Nature.

[B15] Pradeep PK, Li X, Peegel H, Menon KM (2002). Dihydrotestosterone inhibits granulosa cell proliferation by decreasing the cyclin D2 mRNA expression and cell cycle arrest at G1 phase. Endocrinology.

[B16] Luciano AM, Goudet G, Perazzoli F, Lahuec C, Gerard N (2006). Glutathione content and glutathione peroxidase expression in in vivo and in vitro matured equine oocytes. Mol Reprod Dev.

[B17] Al-Gubory KH, Ceballos-Picot I, Nicole A, Bolifraud P, Germain G, Michaud M, Mayeur C, Blachier F (2005). Changes in activities of superoxide dismutase, nitric oxide synthase, glutathione-dependent enzymes and the incidence of apoptosis in sheep corpus luteum during the estrous cycle. Biochim Biophys Acta.

[B18] Leyens G, Verhaeghe B, Landtmeters M, Marchandise J, Knoops B, Donnay I (2004). Peroxiredoxin 6 is upregulated in bovine oocytes and cumulus cells during in vitro maturation: role of intercellular communication. Biol Reprod.

[B19] Spagnuolo MS, Cigliano L, Balestrieri M, Porta A, Abrescia P (2001). Synthesis of ascorbate and urate in the ovary of water buffalo. Free Radical Research.

[B20] Tsuji M, Ito Y, Terada N, Mori H (1989). Ovarian aromatase activity in scorbutic mutant rats unable to synthesize ascorbic acid. Acta Endocrinol (Copenh).

[B21] Takahashi T, Fukuda K, Pan J, Kodama H, Sano M, Makino S, Kato T, Manabe T, Ogawa S (1999). Characterization of insulin-like growth factor-1-induced activation of the JAK/STAT pathway in rat cardiomyocytes. Circulation Research.

[B22] Clyne CD, Speed CJ, Zhou J, Simpson ER (2002). Liver receptor homologue-1 (LRH-1) regulates expression of aromatase in preadipocytes. Journal of Biological Chemistry.

[B23] Sirianni R, Seely JB, Attia G, Stocco DM, Carr BR, Pezzi V, Rainey WE (2002). Liver receptor homologue-1 is expressed in human steroidogenic tissues and activates transcription of genes encoding steroidogenic enzymes. Journal of Endocrinology.

[B24] Falender AE, Lanz R, Malenfant D, Belanger L, Richards JS (2003). Differential expression of steroidogenic factor-1 and FTF/LRH-1 in the rodent ovary. Endocrinology.

[B25] Labelle-Dumais C, Pare JF, Belanger L, Farookhi R, Dufort D (2007). Impaired Progesterone Production in Nr5a2+/- Mice Leads to a Reduction in Female Reproductive Function. Biol Reprod.

[B26] Chen YJ, Hsiao PW, Lee MT, Mason JI, Ke FC, Hwang JJ (2007). Interplay of PI3K and cAMP/PKA signaling, and rapamycin-hypersensitivity in TGFbeta1 enhancement of FSH-stimulated steroidogenesis in rat ovarian granulosa cells. Journal of Endocrinology.

[B27] Guastavino JM, Boufares S, Crusio WE (2005). Ovarian abnormalities in the staggerer mutant mouse. Scientific World Journal.

[B28] Jo M, Curry TE (2006). Luteinizing hormone-induced RUNX1 regulates the expression of genes in granulosa cells of rat periovulatory follicles. Molecular Endocrinology.

[B29] Wood JR, Nelson VL, Ho C, Jansen E, Wang CY, Urbanek M, McAllister JM, Mosselman S, Strauss JF (2003). The molecular phenotype of polycystic ovary syndrome (PCOS) theca cells and new candidate PCOS genes defined by microarray analysis. Journal of Biological Chemistry.

[B30] Luo CW, Kawamura K, Klein C, Hsueh AJ (2004). Paracrine regulation of ovarian granulosa cell differentiation by stanniocalcin (STC) 1: mediation through specific STC1 receptors. Molecular Endocrinology.

[B31] Chang AC, Cha J, Koentgen F, Reddel RR (2005). The murine stanniocalcin 1 gene is not essential for growth and development. Mol Cell Biol.

[B32] Kendziorski C, Irizarry RA, Chen KS, Haag JD, Gould MN (2005). On the utility of pooling biological samples in microarray experiments. Proc Natl Acad Sci U S A.

[B33] Schüler L (1985). Selection for Fertility in Mice - the Selection Plateau and How to Overcome It. Theoretical and Applied Genetics.

[B34] Dietl G, Langhammer M, Renne U (2004). Model simulations for genetic random drift in the outbred strain Fzt : DU. Archives of Animal Breeding.

[B35] Schüler L, Bünger L (1982). The Reproductive Lifetime Performance of Laboratory Mouse Lines Selected for Fertility. Archives of Animal Breeding.

[B36] Storey JD, Tibshirani R (2003). Statistical significance for genomewide studies. Proc Natl Acad Sci U S A.

[B37] Storey JD (2002). A direct approach to false discovery rates. Journal of the Royal Statistical Society.

# Supplementary material for: Expression profiling of a high-fertility mouse line by microarray analysis and qPCR
**Source:** BMC Genomics. 2008 Jun 27;9:307. doi: 10.1186/1471-2164-9-307
**Supplement:** Additional file 1 — Differentially expressed transcripts identified by microarray analysis

Additional file 1: Differentially expressed transcripts identified by microarray analysis

%, percentage of transcripts mapping to specific categories of biological processes relative to the total number of differentially expressed transcripts; FC, fold change; (*), (**), and (***), transcripts with significantly different line-specific expression levels (FL1 vs. control line) in qPCR experiments (p<0.05, p< 0.01, and p< 0.001, respectively, t-test); transcripts significantly (p<0.05, Chi square test) mapping to GO terms of biological processes are underlined.

How the deposited data were processed for this re-analysis (not part of the article)

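Ovary RNA of the mouse lines FL1 and DUKsi had been hybridized by the authors to MOE 430A arrays, with 6 pools per line and 2 arrays per pool, 24 arrays in all. The deposited intensity values are signals that the authors computed with MAS5 and scaled to a common level per array, on a linear scale. The version of MAS5 is not given with the samples; the paper's methods name Microarray Suite 5.0. The scale was checked on each array by the trimmed mean, and no array held the same values as another. The single-probe intensities and the present calls were not used here, nor were the qPCR values, which the paper shows as figures.

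From the signals, the mean of a pool's arrays was taken, and FL1 was compared with DUKsi on log2 values of the 12 pools in R 4.3.3 with limma 3.58.1 (linear fit, empirical Bayes with a trend of the variance on the mean). The 64 control probe sets were left out of the tests, so that 22626 entered the Benjamini-Hochberg adjustment. A probe set was called at an adjusted p under 0.01 with a ratio of the lines' mean signals of at least 1.5 in either direction. Tests named as the methods' t-test are two-sample tests with equal variance, on linear signals unless log2 is stated. The authors' threshold on pairwise comparisons was not repeated, and the overlap of the pools' signals is given in its place as a different measure. The assignment of genes to ontology terms was not repeated either.

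Genes were named by a rule with 3 parts. The first holds each gene that the paper's Results or Discussion name from the arrays, the 15 genes tested by qPCR, and Star, Cyp17a1, Hsd3b1, Cyp19a1 and Igf1. The second holds the 10 probe sets with the highest and the 10 with the lowest log2 fold change among those called with no overlap of the lines. The last holds, in each gene list, up to 4 members with the largest absolute log2 fold change among those past the test, or up to 2 with the highest signal where none passed. The fold changes of Additional file 1 and the paper's figures had been seen when the rule was written. Not every gene that the rule names is reported here. Genes of the second part are given by the probe set that met it, as Jam2 is. For other genes of Additional file 1 the listed probe set was used, and for others the probe set with the highest mean signal among those annotated to that gene alone. Gene order came from RefSeq genes on the GRCm38.p6 assembly.

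The 26 gene lists were tested with camera at a preset correlation of 0.01, 1 value per gene and at least 5 measured genes per list. RNA quality was measured by the 3' to 5' ratios of beta-actin and Gapdh, tested by exact permutation over the pools. Adjacent called genes were set against 10000 random assignments of the calls among the measured genes. For pools and named genes, a value far from the other 5 of its line was looked for with Dixon's ratio on linear signals.

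The procedure was tested on simulated signals with the means and spread of the real ones. Of 50 probe sets changed by 1.5-fold 14% were called, by 2-fold 64%, by 4-fold 90.0% and by 8-fold 96%, with 0 false calls by limma. The 0 holds for the simulated signals alone and does not give the number of false calls in the real comparison.

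Alternatives were the first or the second array of each pool alone, the mean of log2 values, all 24 arrays with the pool as a random block, quantile normalization, scaling to the same median, a constant added before log2, the dim probe sets left out, the methods' t-test in 3 forms, limma without the trend or with its robust setting, the pool number as a block, an adjusted p under 0.05, no fold threshold, and each pool left out in turn. For the gene lists an estimated correlation, fry and the mean over all probe sets of a gene were added, and for the count by fold alone geometric means. The actin ratio as a covariate, the omission of FL1 pool 3 and DUKsi pool 4, the omission of neighbours of 1 gene family, and the ratio of probe sets taken once per gene were chosen after seeing the data. The closing section gives their effect.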

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

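The family test among the neighbours and the median ratio taken once per gene were chosen only after the result was seen. Of 188 groups of 6 pools, 13 held a pool far from the other 5 (Dixon ratio above its 95% critical value), where chance gives about 1 in 20, or 9.4. Among the named genes these were Casp6 in FL1 pool 2 (ratio 0.63, signal 1560.0 against 1147 to 1300.0), Prdx3 in DUKsi pool 6 (0.693, 1725 against 1969 to 2078), Creb3 in FL1 pool 4 (0.78, 1059 against 1232 to 1281), Pi4k2b in FL1 pool 3 (0.77), Gsn in DUKsi pool 4 (0.738, 3237 against 1496 to 1951), Ifi202b in FL1 pool 3 (0.724, 9.9 against 5 to 6.35), AI506816 in DUKsi pool 2 (0.64, 827 against 915.1 to 964.6), Pdxdc1 in FL1 pool 2 (0.651, 673.2 against 1000 to 1176), Cxcl10 in FL1 pool 4 (0.807, 449.5 against 150.8 to 208.4), Ovgp1 in DUKsi pool 4 (0.962, 3462 against 205.2 to 330.2) and Pparg in FL1 pool 2 (0.845, 607.9 against 361.9 to 400). The actin ratio of FL1 pool 3 (0.629, 2.457 against 1.322 to 1.744) and the mean correlation of DUKsi pool 4 with its line (0.666, 0.9672 against 0.9718 to 0.9741) stood apart as well.

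Signals in genes that the paper does not discuss were found for Gsn, which encodes the actin-severing protein gelsolin (log2 fold change -5.83), H2-D1 (-4.31 in the probe set that went down), Ifi202b (-4.12), Copb2, a coat protein of Golgi vesicles (-3.13), Mndal (7.22 and 5.31), Clic3 (3.42) and Pdxdc1, a decarboxylase-like gene (3). In several of these genes the probe sets moved apart. The brightest probe sets of Gsn and Copb2 had -0.04 (adjusted p = 0.899) and -0.10 (adjusted p = 0.584) from limma, and another probe set of Pdxdc1 had -0.93 (adjusted p = 3.27e-05).

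That pattern was weighed over all called probe sets with another probe set of the same gene at or above the median signal, 222 probe sets of 164 genes. Counted once per gene, on its called probe set with the largest change, for 65 of these genes (39.6%) another probe set passed the test in the same direction, and for 5 in the opposite one. A sequence difference between the lines under single probes, such as a strain variant, predicts small ratios of the other probe set's log2 fold change to the called one's. Over the 222 probe sets the median ratio was 0.514 (95% interval 0.408 to 0.608), and taken once per gene it was 0.381 (0.298 to 0.488). A median under 0.25 was set for that explanation and one of at least 0.5 against it, so it can be neither held nor excluded for the set. The ratio was under 0.25 for 73 of the 222 probe sets and for 63 of the 164 genes, and a sequence difference may account for some of these calls. Different transcript forms stay open as a biological explanation, which was not tested.

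Called genes lay side by side more often than by chance. Of 332 called genes among 12382 measured ones 27 pairs were adjacent, against 8.87 in the mean of 10000 random assignments and 23 at most, so that 0% of them reached the count and chance placement is excluded (permutation p = 1e-04, the smallest possible). Probes shared by related neighbours are excluded as the whole cause, since with pairs of 1 gene family left out 19 remained and 0.05% of assignments reached that (permutation p = 6e-04). Some pairs moved in the same direction, such as Vps39 and Tmem87a (log2 fold changes 1.06 and 3.12), F2r and Iqgap2 (-0.67 and -1.08) and Dtx2 and Upk3b (1.69 and 1.29). Others moved in opposite directions, such as Sorl1 and Sc5d (-1.36 and 1.10), Serpina3a and Serpina3c (-1.15 and 2.05) and Lbp and Snhg11 (-1.11 and 3.42). These examples were chosen after their values were seen. Chromosome segments that differ between the lines, by selection or by drift, and shared regulation of neighbours stay open as biological explanations and were not tested.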

How the results depend on the processing

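The actin covariate and the omission of FL1 pool 3 and DUKsi pool 4 were chosen after seeing the data. Of the values for counts and for lists past the test, 549 were the same. For a count this means within 1.5 times the main value, and for a list the same direction and side of the threshold. Without 1 pool, listed probe sets called were at 139 to 144 and called probe sets at 431 to 614. Of the 81 named probe sets past the test 53 passed under every alternative run, and 220 single values of the others became weaker. Among the 13 not past it 11 values passed (Ptgfr, Star, Hsd3b1, Ighm) and 3 reversed (Tubb4b). Of the other lists' values 313 were the same, 7 stronger and 16 reversed. The fold count was 650 with the constant added and 624 with the dim probe sets left out. The methods' t-test with Benjamini-Hochberg adjustment called 335, 166 higher and 169 lower, and an adjusted p under 0.05 gave 405 higher and 370 lower. Adjacent called genes numbered 17 without dim probe sets, 15, 17 and 16 with the methods' t-test (Benjamini-Hochberg, q-value, q-value on log2), 17 without the trend, 50 at an adjusted p under 0.05, 44 with no fold threshold, 87 within 5 genes and 18 to 33 without 1 pool. With an estimated correlation the list p was 0.253 (steroid, endothelial), 0.141 (cholesterol, interferon), 0.0811 (luteal, class I), 0.0757 (granulosa), 0.327 (oocyte), 0.0562 (Ifi200), 0.16 (antioxidant) and 0.331 (cell cycle, macrophage), so that of the lists only the paper's G protein genes, chosen by the study on the same samples, passed. The steroid list had 0.0557 with quantile normalization, and macrophage markers 0.129 with fry, which tests a list against no change and not against the other genes. By that other hypothesis apoptosis (0.0125), the TGF-beta family (0.0125) and theca markers (0.0404) passed with fry, and TGF-beta by camera without FL1 pool 2 (0.042) or DUKsi pool 4 (0.0191). Endothelial markers had 0.0859 on the second arrays, 0.08 without dim probe sets and 0.00799 to 0.0703 without 1 pool. Directions turned, none past the test and with fry against 0 instead of the other genes, for G protein subunits (quantile 0.949, dim left out 0.85, fry 0.215, without 1 pool 0.662 to 0.999), IGF and JAK/STAT (quantile 0.953, dim left out 0.698), ovulation (median scaling 0.959, fry 0.71), FSH and cAMP (0.662 to 0.999 without 1 pool), smooth muscle (0.133 to 0.999 without 1 pool, actin covariate 0.867), theca (actin covariate 0.899), and, with both named pools out, G protein subunits and FSH and cAMP (0.95) and smooth muscle (0.71). The log2 fold change of Tubb4b was -0.022 with quantile normalization and -0.002 to 0.082 without 1 pool. The cause was not tested. With the pool number as a replicate block 461 were called, 434 of them shared; log2 differences of pools with the same number correlated at -0.264 to 0.167 and no pool correlated best with its own number, so the numbers give no hint of pairing. List tests were left out for the 24-array fit, the methods' t-test and the robust setting; thresholds do not enter them. Signals near background limit fold changes, and dim probe sets carry most of the fold count.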

Differences from the paper's values

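The paper gives 327 probe sets past the fold change and q-value thresholds, and 524 passed here, with limma on log2 signals in place of the t-test and the Benjamini-Hochberg adjusted p in place of the q-value. Of the alternatives set before the data were examined, these came within 1.5 times the paper's count: the first array alone (416), the second alone (384), the constant added (455), dim probe sets left out (469), the methods' t-test with Benjamini-Hochberg (335) or with q-values (408), the t-test on log2 signals with q-values (405), no mean-variance trend (422), the replicate block (461) and the omission of 1 pool other than FL1 pool 3 (614), FL1 pool 5 (501) or DUKsi pool 4 (525), at 431 to 480.0. These did not: mean of log2 values (527), all 24 arrays (641), quantile normalization (532), median scaling (582), the robust setting (535), an adjusted p under 0.05 (775) and no fold threshold (764).

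For Ifi203 the paper's fold change is 7.9, and 12.42 was found here, where the DUKsi mean of 12.9 lies under the 48.4 below which 20% of all signals fall, so that the size of the fold depends on the background. The values differ by less than their spread on the first array alone (16.38), on the second alone (9.778) and without DUKsi pool 1 (11.84), 3 (12.38) or 6 (12.59). They differ under all other alternatives set before the data were examined, except that Ifi203 is not measured with the dim probe sets left out. The paper puts the ends of the range of fold changes at other values than the -8.69 of AI506816 and the 12.42 of Ifi203 found here on its list. Of the 148 listed probe sets, 144 lay within 0.5 of the paper's fold change. Besides Ifi203, those farther off were E130013N09Rik (8.69 against 7.1 in the paper), Ifi205 (8.39 against 9) and Galc (6.05 against 6.6). The DUKsi means of E130013N09Rik, 16.4, and of Ifi205, 44.2, also lie under 48.4.

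Of the paper's listed probe sets 7 were not called here, and each was called by some setting. At an adjusted p under 0.05 these were Ptgfr, Bhmt, Avpi1 and Rab27a, the last only there. Ptgfr was also called with all 24 arrays (adjusted p = 0.00162), the methods' t-test with q-values (0.00676) and without DUKsi pool 5 (0.00167). Bhmt was called with all 24 arrays (0.00127), the methods' t-test (0.00809) and its q-values (0.00514), the replicate block (0.00931) and without DUKsi pool 5. Avpi1 was called with all 24 arrays (0.000486), the constant added (0.00996), the methods' t-test with q-values (0.00814), the replicate block (0.00401) and without DUKsi pool 5. Dnaja2, Srp9 and D17H6S56E-5 were called with no fold threshold and when single pools were left out, Dnaja2 and Srp9 also on the first array alone, Srp9 and D17H6S56E-5 with the mean of log2 values, and Srp9 with median scaling. Without FL1 pool 3 and DUKsi pool 4, a setting chosen after the values were seen, Srp9 and D17H6S56E-5 were called.

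A sentence of the paper's Discussion has Nr5a2 as higher and Cyp11a1 as lower in FL1. In the signals Nr5a2 was lower (fold change -1.55) and Cyp11a1 higher (1.92), the directions of the paper's own list.

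In Fig. 2 the symbol that stands for FL1 in the other panels marks the higher array values of Bcl2, and in the signals Bcl2 was lower in FL1 (fold change -2.84), as on the paper's list. The array values drawn for Inhbb in that figure, read by eye, lie in the range of another Inhbb probe set, with means of 5673 in FL1 and 7534 in DUKsi here, and not of the listed one.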

Other observations

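The test with the actin ratio as a covariate was chosen only after the result was seen. The alpha globin gene Hba-a1 had a signal of 4661 ± 518 in FL1 and 2837 ± 349 in DUKsi (SD, n = 6 pools each; log2 fold change 0.72, adjusted p = 9.18e-05 from limma), and the beta globin gene Hbb-b1 had 6349 ± 841 and 3499 ± 665 (log2 fold change 0.87, adjusted p = 0.000204). Alas2, which starts heme synthesis in erythroid cells, had 51.5 ± 22.7 and 14.2 ± 10.7 (log2 fold change 2.01, adjusted p = 0.00782). It did not pass without FL1 pool 1, 2, 3, 4 or 6 or DUKsi pool 1, 2, 3, 4 or 6, at an adjusted p of 0.0115 to 0.0222. With the constant added before log2 the log2 fold change of Alas2 was 0.66 (adjusted p = 0.0103). On the first array of each pool alone it was 1.35 (adjusted p = 0.187), and with the methods' t-test the adjusted p was 0.0668. Of 12 red blood cell genes these 3 rose and 9 did neither, with the same counts adjusted over the list alone (median 0.02, camera, adjusted p = 0.162).

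Of 9 markers of surface epithelium and mesothelium 1 rose, Upk3b, and 8 did neither, with the same counts adjusted over the list alone (median 0.16, camera, adjusted p = 0.162). Without DUKsi replicate 4 the surface epithelium and mesothelium markers had an adjusted p of 0.00387. None of 8 oviduct markers rose or fell (median -0.34, camera, adjusted p = 0.268). Ovgp1, a glycoprotein of oviduct fluid, had 239 ± 81.0 in FL1 and 797 ± 1306 in DUKsi, with the high value in DUKsi pool 4 alone, and Tubb4b, a tubulin of cilia, had a log2 fold change of 0.03 (adjusted p = 0.878). None of 8 adipocyte markers rose or fell (median 0.11, camera, adjusted p = 0.414), with log2 fold changes of 0.10 for Lpl (adjusted p = 0.656) and 0.12 for Pparg (adjusted p = 0.692).

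For the question of more blood in the FL1 ovaries, it was examined whether the globins move together from pool to pool within a line. The log2 signals of alpha and beta globin correlated at 0.923 in FL1 (exact permutation p = 0.00833) and 0.911 in DUKsi (exact permutation p = 0.00972), both with a Benjamini-Hochberg adjusted p of 0.00972, and at 0.803 and 0.867 without the 2 farthest pools. The rank correlations were 0.943 (exact permutation p = 0.0167) and 0.886 (exact permutation p = 0.0333). Globins can move together within each line with or without more blood in FL1, so these correlations cannot decide on a difference between the lines. A larger share of blood in FL1, by dissection or by vessels, stays open, and the list of red blood cell genes did not pass.

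The median log2 fold changes of luteal and granulosa cell markers lay apart, at 0.95 and -0.221, although 9 of 13 and 11 of 16 members did not pass and neither list passed with an estimated correlation (adjusted p = 0.0811 and 0.0757). A larger share of luteal tissue in the FL1 ovaries predicts just these medians, which are the pattern itself and so cannot test it, and a change of expression per cell was not tested. Both stay open. A difference in RNA quality was tested with the actin ratio as a covariate, and the luteal median was then 0.977 (camera, adjusted p = 4.48e-07) and the granulosa median -0.144 (camera, adjusted p = 0.0342), which excludes a linear effect of the ratio as the whole cause. The ratios do not overlap between the lines, so the covariate rests on the spread within them. The metestrous stage of both lines is that given by the paper, and the paper reports more corpora lutea in FL1 on the first day of pregnancy, in other animals.

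The count of 524 called probe sets was set against other splits of the 12 pools into 6 and 6. Of 100 splits drawn from 462, only 1, the real one, reached it, and the highest of the others called 0, so chance is excluded. Among the called probe sets with no overlap of the lines, 245 have a gene name that is not on the paper's list. A gene with several probe sets, such as Mndal, can be counted more than once.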
